# Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus

**DOI:** 10.3389/fimmu.2017.01717

**Published:** 2017-12-05

**Authors:** Maude Dumont-Lagacé, Hervé Gerbe, Tariq Daouda, Jean-Philippe Laverdure, Sylvie Brochu, Sébastien Lemieux, Étienne Gagnon, Claude Perreault

**Keywords:** thymic epithelial cells, stem cells, thymic regeneration, label-retention assay, transcriptomics

## Abstract

Thymic aging precedes that of other organs and is initiated by the gradual loss of thymic epithelial cells (TECs). Based on *in vitro* culture and transplantation assays, recent studies have reported on the presence of thymic epithelial progenitor cells (TEPCs) in young adult mice. However, the physiological role and properties of TEPC populations reported to date remain unclear. Using an *in vivo* label-retention assay, we previously identified a population of quiescent but non-senescent TECs. The goals of this study were therefore (i) to evaluate the contribution of these quiescent TECs to thymic regeneration following irradiation-induced acute thymic injury and (ii) to characterize their phenotypic and molecular profiles using flow cytometry, immunohistology, and transcriptome sequencing. We report that while UEA1^+^ cells cycle the most in steady state, they are greatly affected by irradiation, leading to cell loss and proliferative arrest following acute thymic involution. On the opposite, the UEA1^–^ subset of quiescent TECs is radioresistant and proliferate *in situ* following acute thymic involution, thereby contributing to thymic regeneration in 28- to 30-week-old mice. UEA1^–^ quiescent TECs display an undifferentiated phenotype (co-expression of K8 and K5 cytokeratins) and express high levels of genes that regulate stem cell activity in different tissues (e.g., *Podxl* and *Ptprz1*). In addition, two features suggest that UEA1^–^ quiescent TECs occupy discrete stromal niches: (i) their preferential location in clusters adjacent to the cortico-medullary junction and (ii) their high expression of genes involved in cross talk with mesenchymal cells. The ability of UEA1^–^ quiescent TECs to participate to TEC regeneration qualifies them as *in vivo* progenitor cells particularly relevant in the context of regeneration following acute thymic injury.

## Introduction

In all vertebrates, the thymus is the sole organ that can generate functional classic (TCRαβ^+^) T lymphocytes (1). Thymic epithelial cells (TECs) are responsible for the unique properties of the thymus: they orchestrate each steps of T-cell development and regulate thymic output (2, 3). In adults, the production of naive T cells gradually decreases with age, a decline caused by the loss of TECs, which entails a reduction in the TCR repertoire diversity (4). It was therefore somewhat surprising to realize that TECs are not post-mitotic cells and that they retain extensive regenerative capacities even in adults (5, 6). Indeed, medullary TECs (mTECs), and to a lesser extent cortical TECs (cTECs), turnover rapidly in healthy animals (6–8). In addition, the thymus has the ability to regenerate following various acute injuries induced by stress, infection, sublethal irradiation, or pregnancy (9–13). However, more severe injuries inflicted by chemotherapy or radiation therapy can overwhelm the regenerative potential of the thymic epithelium and lead to prolonged immune deficiency (14, 15). Since tissue repair is usually driven by stem-progenitor cells, identification of thymic epithelial progenitor cells (TEPCs) responding to thymic injury should provide key insights into the mechanisms of thymic regeneration.

Various stem cells including hematopoietic stem cells (16), muscle satellite cells (17), and hair follicle stem cells (18) are quiescent in steady-state conditions. We therefore hypothesized that isolation of non-dividing TECs might enable us to enrich for a population of quiescent TEPCs. To this end, we used an *in vivo* label-retaining cell (LRC) assay in which cells expressed a histone 2B-GFP fusion protein (H2B-GFP) inducible under the control of the reverse tetracycline-controlled transactivator (rtTA). Using this approach, we have previously shown that in adult mice, the UEA1^–^ TECs (mostly cTECs) contain more LRCs than UEA1^+^ TECs (mTECs), and that non-dividing UEA1^–^ LRCs were quiescent rather than senescent (7). Indeed, UEA1^–^ LRCs expressed low levels of senescence-associated transcripts (*p16INK4, p19ARF*, and *Serpine1*) and high levels of transcripts instrumental to TEC regeneration (*Bmi1, Trp63*, and *Wnt4*).

Previous studies have shown that transplantation can activate stem cell behavior in cells that do not act as stem cells in normal situation (19). The goal of this study was therefore to evaluate the contribution of endogenous (untransplanted) LRCs to thymus regeneration and to gain further insights into their *in situ* spatial distribution and molecular attributes. In addition, we wished to evaluate the proliferative activity of TEC subsets in two settings: steady-state conditions vs thymic regeneration following acute injury. We report that while the non-quiescent UEA1^+^ TECs cycle more actively than other TEC subsets under steady-state conditions, they are greatly affected by irradiation, leading to cell loss and a significant decrease in their proliferative activity. On the contrary, while other TEC subsets (i.e., UEA1^–^ TECs and quiescent UEA1^+^ TECs) proliferate modestly in physiological settings, they did not suffer cell loss from radiations. Interestingly, one particular TEC subset, the UEA1^–^ LRCs, increased its proliferation during the regenerative phase following thymic injury induced by irradiation, showing that it contains quiescent radioresistant TEPCs activated during tissue repair.

Using immunofluorescence analysis, we observed that most LRCs co-express both K8 and K5 cytokeratins, an undifferentiated phenotype observed in embryonic TEPCs, and are located near the cortico-medullary junction (CMJ) where they form cell clusters. Furthermore, the transcriptomic profile of UEA1^–^ LRCs showed low expression of genes implicated in interactions with thymocytes and high expression of genes involved in interactions with stromal cells and extracellular matrix (ECM). These results suggest that UEA1^–^ LRCs are localized in specialized niches which are instrumental in the regulation of TEPCs activity. Finally, we identified six potential regulators of quiescent radioresistant TEPCs that are known to either regulate stem cell activity through niche interactions in other tissues (*Podxl, Ptprz1*, and *Angpt1*) or whose stromal cell ligands regulate thymic output (*Tgfrb3, Fzd4*, and *Ar*).

## Materials and Methods

### Mice

B6.Cg-Gt(ROSA)26Sor^tm1(rtTA*M2)Jae^/J and STOCK Tg(tetO-HIST1H2BJ/GFP)47Efu/J mice purchased from The Jackson Laboratory (Bar Harbor) were bred and housed under specific-pathogen-free conditions in sterile ventilated racks at the Institute for Research in Immunology and Cancer. For H2B-GFP pulse-chase experiments, doxycycline was incorporated in food (2 g/kg) (Harlan Laboratories), or in drinking water (2 mg/ml of doxycycline supplemented with 5% sucrose) for a 6-week pulse period. Only female mice were analyzed in this study. All procedures were in accordance with the Canadian Council on Animal Care guidelines and approved by the Comité de Déontologie et Expérimentation Animale de l’Université de Montréal.

### Thymic Stroma Digestion

Enrichment of thymic stromal cells was performed as previously described (20). Briefly, thymic tissue was cut into small fragments and thymocytes released were removed from the supernatant. Stromal fragments were then digested at 37°C using a solution of 0.01% Liberase TM (Roche Applied Science) and 0.1% DNase-1 (Sigma-Aldrich) in RPMI-1640 with HEPES (Gibco) for three periods of 15 min. After the second incubation, cells released in the supernatant were removed and placed on ice and new fresh enzyme solution was added to the remaining fragments. The stromal cells in suspension were filtered before staining and analysis.

### Flow Cytometry and Immunofluorescence Microscopy

The list of antibodies is provided in Supplementary Experimental Procedures (Table S1 in Supplementary Material). Viability of cells was assessed using 7-AAD or Propidium Iodine (BD Biosciences). Cell sorting was performed using three laser FACSAria (BD Biosciences) or analyzed on a three laser LSR II (BD Biosciences) using FACSDiva software (BD Biosciences).

Immunofluorescence microscopy was performed on cryosections of female thymi extracted after a 16-week chase period. Appropriate isotype and negative controls were included in all experiments. For detection of immunofluorescence, slices were examined using the Nanozoomer 2.0-HT from Hamamatsu, and NDPscan software (Hamamatsu) was used for image analysis. Quantification of K5^+^, K8^+^, or K5^+^K8^+^ surface area was performed using ImageJ, and LRCs were identified as having fluorescence intensity four times that of the cells in the negative controls with the maximal fluorescence intensity (see Figure S1 in Supplementary Material).

### Thymic Injury and Bromodeoxyuridine (BrdU) Incorporation

Female mice at 16 weeks of chase were irradiated at a sublethal dose of 550 cGy to induce thymic involution (day 0). Four days after the irradiation, intraperitoneal injections of BrdU (1.5 mg per injection) were given daily for 3 days (days 4–6). At day 7, the mice were sacrificed, and the thymus was extracted for analysis. For control mice, the same procedure was performed without irradiation, at the end of the chase period.

### Statistical Analyses

Unless stated otherwise, results are expressed as means ± SD, and statistical significance was assessed using unpaired two-tailed Student’s *t*-test. We verified the goodness of fit to the Poisson distribution using maximum likelihood to assess the statistical significance of dispersion index, calculated from the location of LRCs on thymic slices.

### RNA Sequencing

We analyzed the transcriptome of two populations of TECs: UEA1^–^ LRCs (GFP^hi^) and UEA1^–^ NonLRCs (GFP^–^) from females after a 6-week pulse period and a 16-week chase period. We obtained one biological replicates of each TEC population from a pool of 11 mice to get a minimum of 10^4^ cells per sample. Total RNA was isolated using Trizol™ as recommended by the manufacturer (Invitrogen), and then further purified using RNeasy Micro columns (Qiagen). Sample quality was assessed using Bioanalyzer RNA Pico chips (Agilent). Transcriptome libraries were made using the TruSeq RNA Sample Prep Kit (v2) (Illumina) following the manufacturer’s protocols. Library generation was then assessed using a Bioanalyzer platform (Agilent) and Illumina MiSeq-QC run. Then, sequencing was done using Illumina HiSeq2000 and TruSeq SBS v3 chemistry at the Institute for Research in Immunology and Cancer’s Genomics Platform. Cluster density was targeted at around 800 k clusters/mm^2^. Data were mapped to the *Mus musculus* (mm10) reference genome using the ELANDv2 alignment tool from the CASAVA 1.8.2 software (Illumina). RNA-Seq data have been deposited in GEO archives under accession number GSE94642 and are displayed in Table S3 in Supplementary Material.^1^ Analyses of RNA-sequencing data were performed using the publicly available statistical software package “R.”^2^ To remove genes that were lowly expressed in our analysis, we considered only genes that had a relative expression higher than 1 RPKM in at least one sample. Enrichment of biological functions were performed using the Gene Functional Annotation tool from DAVID bioinformatics resources^3^ [version 6.8 (21, 22)], and reduction of redundancy through semantic similarity was performed using REViGO web-based tool for gene ontology (GO) analysis (23).

RNA-Seq data for Sca1^+^ mesenchymal cells and for UEA1^+^ TECs from female mice were extracted from Patenaude and Perreault (24) and Dumont-Lagacé et al. (25), respectively. Data can be found under GEO accession numbers GSE60101 and GSE66873.

## Results

### Experimental Model

The ROSA26-rtTA;TetO-H2B-GFP transgenic mouse model allows the identification of slow-cycling cells through label retention in a pulse-chase assay (18, 26, 27). The reverse tetracycline-controlled transactivator (rtTA) allows doxycycline-inducible expression of H2B-GFP in all cells. The proliferative history of cells can therefore be evaluated by measuring the fluorescence intensity of the remaining H2B-GFP over time. After pulse, the H2B-GFP fluorescence of non-dividing cells remains above negative control (H2B-GFP^+^ WT, see Figure S2 in Supplementary Material) for at least 6 months after doxycycline withdrawal, and at least five cell divisions are required for H2B-GFP to become undistinguishable from negative control by flow cytometry (28, 29).

In adults, female TECs proliferate more actively than male TECs, mostly because of the inhibitory effect of androgens (7, 25). Therefore, it is preferable to analyze TECs from both sexes separately. In this study, we analyzed only female mice from which TECs (EpCAM^+^CD45^–^) were divided into two populations based on UEA1 expression (Figure S2A in Supplementary Material). As UEA1^+^ TECs derive from an undifferentiated UEA1^–^ progenitor (30, 31), we analyzed UEA1^+^ and UEA1^–^ TECs, reasoning that progenitor cells should be enriched in the UEA1^–^ compartment. The 6-weeks doxycycline treatment was initiated at 4–6 weeks of age (pulse) and was followed by a chase period of 16 weeks (26–28 weeks of age at time of analysis). We defined two fluorescence thresholds for experimental purposes: (i) GFP^hi^ cells, with the fluorescence intensity of LRCs, that is, cells that did not divide during the 16 weeks of chase, taking into account the 24-day half-life of the H2B-GFP protein (Figure S2B in Supplementary Material) (32) and (ii) GFP^int^ cells, with a fluorescence intensity above the negative control but below the GFP^hi^ threshold. The fluorescence intensity of LRCs (GFP^hi^) after the chase period was at least four times higher than the threshold that distinguishes GFP^–^ from GFP^int^ cells (Figure S2B in Supplementary Material). This means that at the term of the chase period, an LRC would become GFP^–^ after a minimum of three cell divisions (eightfold GFP dilution). Henceforth, in flow cytometry analyses, the term LRC will only be used to refer to GFP^hi^ cells.

Whereas the initial 6-week pulse enabled the homogenous and high GFP labeling of >75% of TECs, only a small proportion of TECs remains GFP^hi^ (i.e., LRCs) after 16 weeks of chase: 5.5% of UEA1^–^ TECs and 1.8% of UEA1^+^ (Figures S2B,C in Supplementary Material). Approximately 60% of LRCs were UEA1^–^, even if only one-third of TECs are UEA1^–^ (Figure S2C in Supplementary Material) This is consistent with previous studies showing that mTECs (UEA1^+^) turnover more rapidly than cTECs (UEA1^–^) in adult mice (7, 25).

### Most LRCs Cluster in Proximity to the CMJ

Using immunofluorescence microscopy, we first investigated the location and phenotype of LRC TECs after the 16-weeks chase period. In tissue sections, we defined TECs as cells expressing cytokeratin 8 (K8) and/or cytokeratin 5 (K5) and LRCs as cells having a fluorescence intensity four times greater than the cells with the maximal signal in the negative control (see Figure S1 in Supplementary Material). Labeling with antibodies against K8 and K5, respectively, defined cortical and medullary regions of the thymus (Figure 1A). We evaluated the number of LRCs in each TEC subset (K5^+^, K8^+^, and K5^+^K8^+^) and the relative surface area covered by individual subsets. The salient finding was that LRCs were depleted from the K8^+^ and K5^+^ population and significantly enriched in the K5^+^K8^+^ population (Figures 1B,C). Indeed, while K5^+^K8^+^ TECs only occupy 26% of the surface area, they contain 63% of the LRCs. Since expression of both K5 and K8 is typical of TEPCs at embryonic day E12.0 (33) and becomes rare in the adult thymus, we conclude that most LRCs have a phenotype typical of undifferentiated TEPCs.

**Figure 1:**
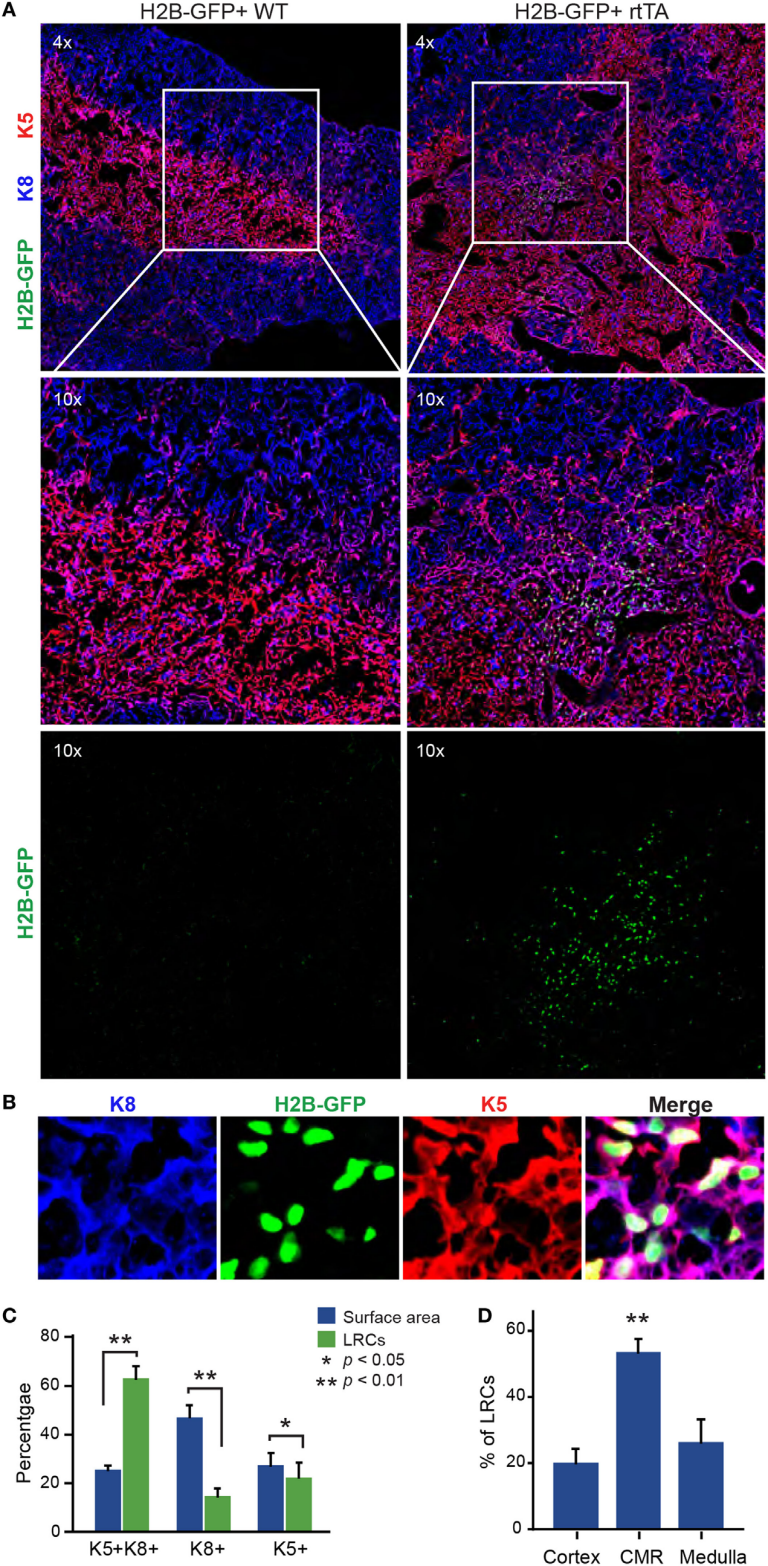
Most label-retaining cells (LRCs) are K5^+^K8^+^ and localized near the cortico-medullary junction. **(A)** Representative images of thymic slices after 16 weeks of chase in control (H2B-GFP^+^ WT, left panels) and test mice (H2B-GFP^+^ rtTA, right panels). **(B)** Representative images of K5^+^K8^+^ GFP^hi^ cells. Cytokeratin K5 is shown in red, K8 in blue, and histone 2B-GFP fusion protein (H2B-GFP) in green. **(C)** Quantification of LRCs expressing K5, K8, or both cytokeratins. The number of LRCs per thymic lobe (green) from each TEC subset is compared with the surface area (blue) covered by this subset. **(D)** Percentage of LRCs found in different regions of the thymus. The proportions of LRCs are significantly higher in the cortico-medullary region (CMR) than the cortex or the medulla (*n* = 4).

We next counted the number of LRCs found in each region of the thymus: cortex, medulla, and cortico-medullary region (CMR). The CMR was defined as the area spanning 100 µm on either side of the CMJ delimited by K5 (Figure S3A in Supplementary Material). Notably, more than half of LRCs (53.6%) were found in the CMR (Figure 1D). We also observed that many LRCs formed clusters, while large regions of the stroma were devoid of any LRCs (Figure 2A). To quantify this phenomenon, we separated thymic slices in 40–50 non-overlapping sections of equal surface area (Figure S3B in Supplementary Material) and counted the number of LRCs expressing at least one cytokeratin in each section. While individual sections contained an average of 16 LRCs, we observed that half (52.4%) of LRCs were located within sections containing >32 LRCs, a few even containing more than 100 LRCs each (Figure 2B). However, only 12.9% of all areas contained such clusters (in green, Figure 2B). To rule out the possibility that this distribution was random, we compared it with a Poisson distribution created with the LRCs distribution’s average (λ = 16.11236) and containing the same number of values (*k* = 178) and confirmed that the distributions were significantly different (*p* < 2.2 × 10^−16^; goodness of fit). We then calculated the dispersion index associated with LRCs’ distribution. In a context where the positions of events would be completely independent of one another, the dispersion index would be equal to 1, as represented by the Poisson distribution. In a non-randomly dispersed dataset, a dispersion index > 1 means that the events tend to group together, leaving empty spaces in-between clusters of events. On the opposite, a dispersion index < 1 corresponds to a pattern of organization more regular than the randomness associated with the Poisson distribution. The dispersion index of LRCs in thymic slices was 34.81, showing that LRCs were grouped in clusters (Figure 2B). Together, these results show that most LRCs present an undifferentiated phenotype and are found in clusters at the CMJ, suggesting the existence of a specialized microenvironment (niche) for these quiescent cells.

**Figure 2:**
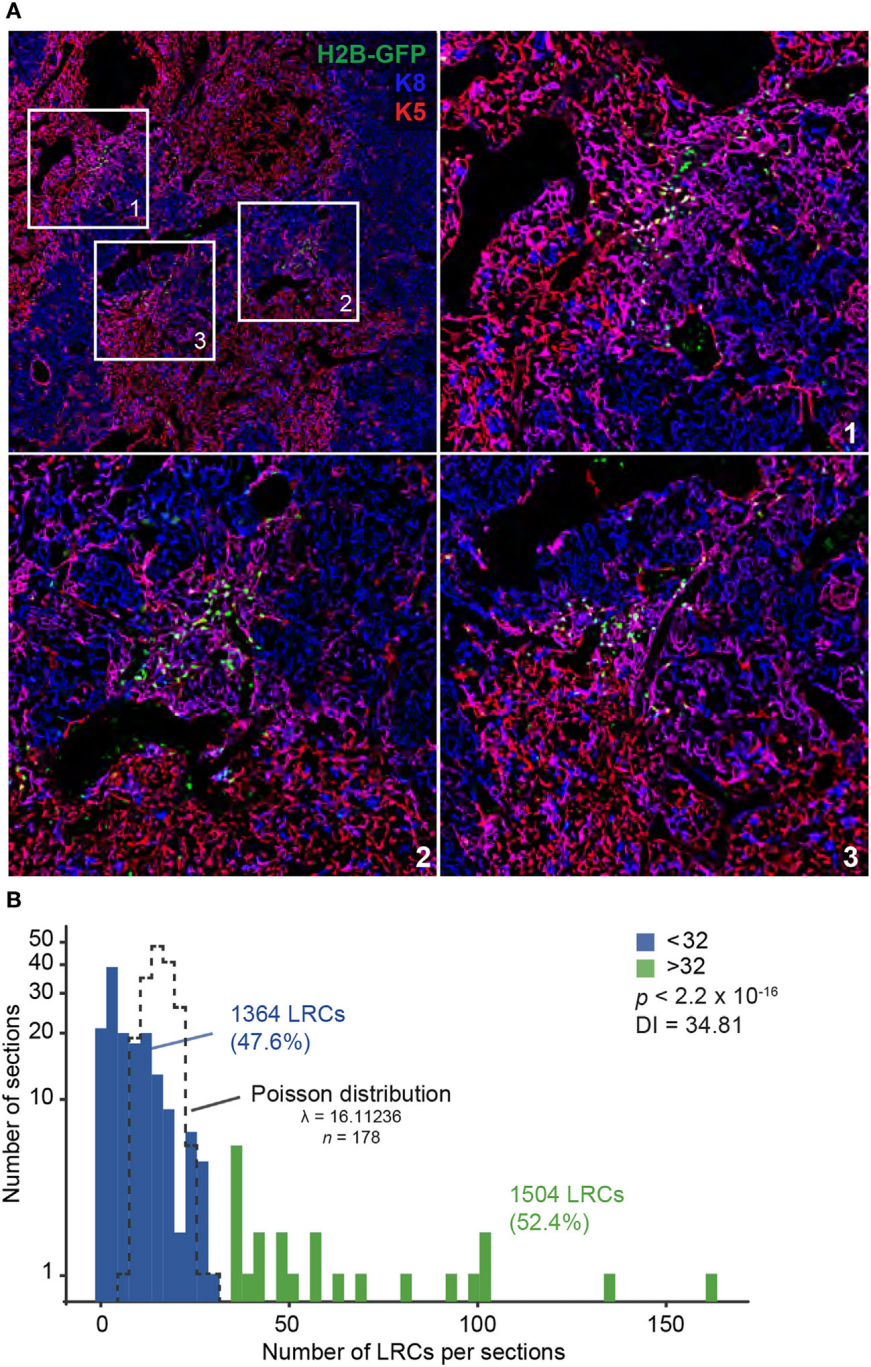
Label-retaining cells (LRCs) are found in clusters at the cortico-medullary junction (CMJ). **(A)** Representative images of LRC clusters near the CMJ. Cytokeratin K5 is shown in red, K8 in blue, and H2B-GFP in green. **(B)** LRC distribution in the thymus. Each thymic slice was divided in 40–50 sections (see Figure S3B in Supplementary Material) for LRC quantification. Histogram shows the number of sections on the *Y*-axis (projected on a log scale) and the number of LRCs per section on the *X*-axis. The TEC distribution did not fit a Poisson distribution, shown with a black dotted line (*p* < 2.2 × 10^−16^; goodness of fit, maximum likelihood).

### UEA1^–^ LRCs Increase Their Proliferation Rate following Acute Thymic Injury

We studied TEC proliferation using BrdU incorporation. It must be reminded that upon division, the H2B-GFP content in LRCs decreases by 50% in the daughter cells, and therefore LRCs’ progeny might become GFP^int^. Consequently, we reasoned that cells derived from LRCs which had undergone one or two cell divisions would be BrdU^+^ and either GFP^hi^ or GFP^int^ (regrouped under GFP^+^ in Figure 3). This definition may slightly underestimate the LRC progeny because after three cell divisions, the LRC progeny would become GFP^–^ in tissue sections (through dilution). To minimize this bias, we allowed BrdU incorporation during only a short pulse period of three days, starting at the end of the 16-week H2B-GFP chase period. Thymi were then extracted on the following day and analyzed for BrdU incorporation. Under steady-state conditions, most BrdU^+^ TECs derived from UEA1^+^ NonLRCs (labeled GFP^–^ in Figure 3). This is consistent with previous reports that mTECs (UEA1^+^) proliferate more extensively than other TEC subsets in adult mice (7, 25).

**Figure 3:**
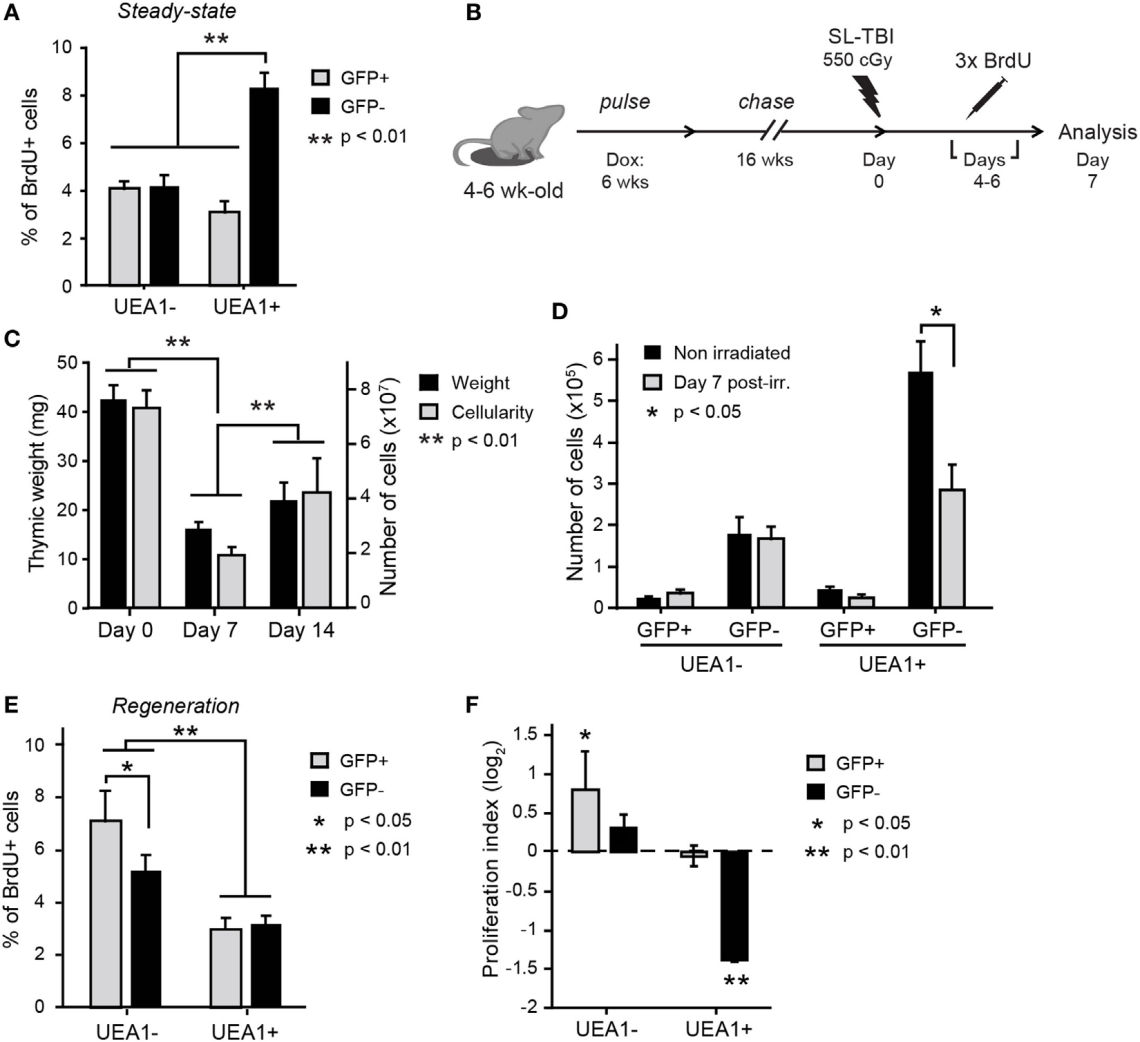
UEA1^–^ label-retaining cells (LRCs) participate to thymic regeneration following SL-TBI. **(A)** Percentage of BrdU^+^ thymic epithelial cells (TECs) under steady-state conditions. Statistical differences were calculated using paired Student’s *t*-test (*n* = 10). **(B)** Schematic representation of the thymic injury assay. **(C)** Thymic weight (black) and cellularity (gray) at different times before and after irradiation (*n* = 4–11 per group). **(D)** Number of cells in each TEC subset in non-irradiated controls (day 0, black) and during regeneration following SL-TBI (day 7, gray, *n* = 5). Percentage of BrdU^+^ TECs **(E)** and proliferation index **(F)** for each subpopulation of TECs during thymic regeneration. The proliferation index is calculated using the following equation: proportion of BrdU^+^ cells during regeneration (day 7)/proportion of BrdU^+^ cells before SL-TBI (day 0). Cells derived from LRCs (labeled GFP^+^) or NonLRCs (labeled GFP^–^) are represented in gray and black, respectively (*n* = 9–10 per group). Statistical differences for panels **(C,D,F)** were calculated by cell population, comparing day 0 non-irradiated to day 7 postirradiation or day 14 to day 7 postirradiation. Data are represented as mean + SEM.

We next assessed TEC regeneration following acute thymic injury, using the well characterized model of sublethal-total body irradiation (SL-TBI) without hematopoietic rescue. SL-TBI induces an acute thymic involution and thymic weight reaches a nadir 3 days after irradiation (7, 34, 35). This involution phase is followed by a regenerative phase as thymic cellularity returns to normal levels within a few weeks. At the end of the H2B-GFP chase period (i.e., at 26–28 weeks of age), mice were irradiated on “day 0” with a sublethal dose of 550 cGy (Figure 3B). As expected, we observed global thymic hypocellularity 7 days after SL-TBI, followed by regeneration between day 7 and 14 (Figure 3C). Consistent with the notion that actively cycling cells are particularly sensitive to irradiation (36), the decrease in TEC numbers on day 7 post-SL-TBI was due exclusively to the loss of UEA1^+^GFP^–^ NonLRCs (Figure 3D).

To monitor TEC proliferation at the onset of thymic regeneration, mice were given daily intraperitoneal injections of BrdU from day 4 to day 6 after SL-TBI (Figure 3B), i.e., during the first days of thymic regrowth (11, 34, 35), and the percentage of BrdU^+^ cells was assessed at day 7 (Figure 3E). While BrdU incorporation can occur through both DNA repair and DNA replication, the amount of BrdU incorporated during those two events is very different, as DNA repair occurs in localized foci in the genome (37). The median fluorescence intensity (MFI) of BrdU^+^ TECs was more than 7× that of the whole cell population for both non-irradiated controls and day 7 postirradiation (Figure S4 in Supplementary Material), showing that BrdU incorporation after irradiation truly results from DNA replication. Also, BrdU MFI higher than that of BrdU^+^ TECs in the non-irradiated control (Figure S4 in Supplementary Material), suggesting that cells proliferating after irradiation went through more cycles of proliferation than those proliferating in steady-state. Interestingly, when compared with steady-state conditions (Figure 3A), the proportion of BrdU^+^ cells during post-SL-TBI regeneration showed conspicuous changes in two TEC subsets. First, the frequency of BrdU^+^ cells among UEA1^+^ NonLRCs (GFP^–^) was decreased by more than twofold (Figures 3E,F). Second, the salient finding was a conspicuous increase in the proportion of BrdU^+^UEA1^–^ LRCs which surpassed the proportion of BrdU^+^ elements in all other TEC subsets (Figures 3E,F). Overall, these results show that (i) UEA1^+^ NonLRCs are greatly affected by irradiation, resulting in cell death and decreased proliferation and (ii) that UEA1^–^ LRCs enrich for radioresistant TEPCs that actively proliferate during tissue regrowth.

### Cell Surface Phenotype of UEA1^–^ LRCs

Recent studies have reported the presence of bipotent TEPCs in the adult thymus. However, the cell surface phenotype of bipotent TEPCs in these three reports showed significant discrepancies (38–40). We therefore assessed whether UEA1^–^ LRCs expressed cell surface markers previously reported in bipotent TEPCs (Table S2 in Supplementary Material). When compared with UEA1^–^ NonLRCs, UEA1^–^ LRCs showed increased proportion of MHCII^lo^, Sca1^hi^, Cd49f^hi^, and Ly51^+^ elements (Figure 4). Furthermore, UEA1^–^ LRCs were EpCAM^+^ (Figure S2 in Supplementary Material) and Plet1^–^ (Figure 4B). Therefore, the phenotype of UEA1^–^ LRCs is remarkably similar to that of TEPCs reported by Wong et al. which were EpCAM^+^UEA1^–^MHCII^lo^Sca1^hi^ and CD49f^hi^ Plet1^–^ (38).

**Figure 4:**
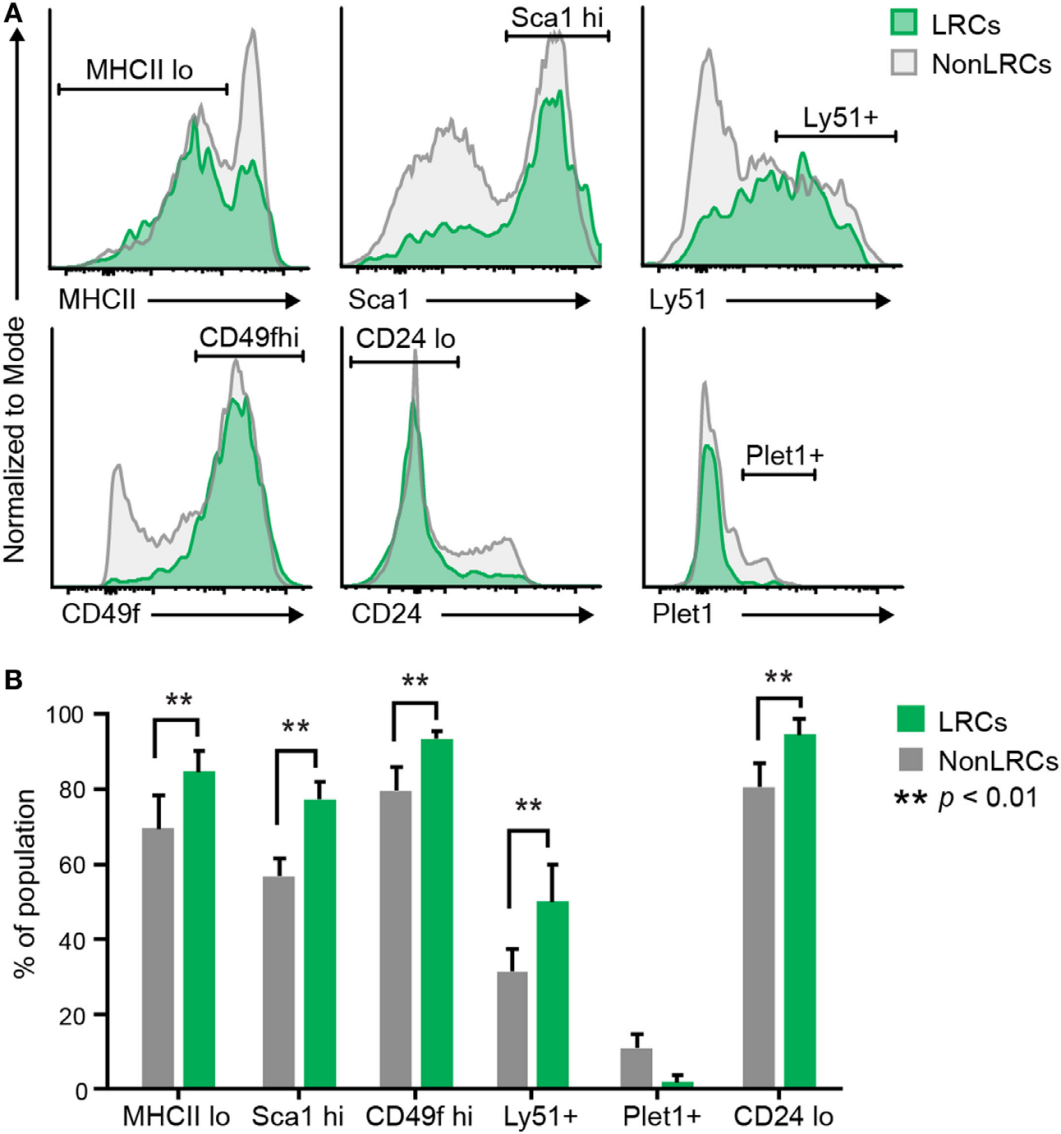
Cell surface markers of UEA1^–^ label-retaining cells (LRCs). **(A)** Representative expression of cell surface markers on UEA1^–^ thymic epithelial cells. LRCs are represented in green and NonLRCs in gray. **(B)** Proportion of UEA1^–^ LRCs and NonLRCs displaying specified phenotypes (*n* = 2–9 per marker).

### Transcriptomic Analysis of UEA1^–^ LRCs and NonLRCs

To gain insights into the molecular and functional attributes of UEA1^–^ LRCs (enriched in radioresistant TEPCs), we compared their transcriptome to that of UEA1^–^ NonLRCs. 

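RNA from sorted UEA1- LRCs (GFP hi) and UEA1- NonLRCs (GFP-) was sequenced as 1 library per population. Each library came from a pool of 11 female mice, after a pulse of 6 weeks and a chase of 16 weeks, at 26 to 28 weeks of age, and each pool held at least 10000 cells. There are therefore no biological replicates, and no difference between the libraries has a replicate check. LRCs are label-retaining cells, which kept the H2B-GFP label through the chase, and NonLRCs are cells that lost it. The authors aligned the reads to the mouse genome (mm10) with ELANDv2 of the CASAVA software and deposited, for each of 23063 genes, the number of aligned bases and the RPKM (reads normalized to the length of the gene model and to all mapped reads). The aligned bases on genes summed to 8895766740 for LRCs and 4873240079 for NonLRCs. Low base totals piled up at multiples of 100: of 1404 genes with few bases in LRCs 34.0%, and of 1556 in NonLRCs 29.1%, had a whole multiple. Bases were therefore divided by a read length of 100 to give read equivalents. A gene of 2000 bases at 1 RPKM had 224.0 read equivalents in LRCs and 125.7 in NonLRCs; with paired reads a pair counts as 2. The denominators of the RPKM differed between the libraries by a factor of 1.783, so the LRC library was the deeper one. From the read equivalents, each LRC/NonLRC ratio was given a 95% Clopper-Pearson interval, which covers the sampling of reads and not the variation between mice or library preparations. Log2 fold changes were taken as log2 of (LRC RPKM + 0.1) over (NonLRC RPKM + 0.1), which understates the change of genes with low RPKM. Gene positions are those of the deposited files (mm10).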

To this end, we extracted and sequenced poly-A enriched mRNAs from sorted UEA1^–^ LRCs and NonLRCs using the Illumina HiSeq2000 platform. 

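Of the 23063 genes, 12935 exceeded 1 RPKM in at least one library, and 11632 of these in both. The ratio of the deposited RPKM exceeded 2 for 2078 genes, of which 1450 were higher in UEA1- NonLRCs and 628 were higher in UEA1- LRCs (no replicates). The share of changed genes that were lower in LRCs was 69.8% (95% Wilson interval 67.8 to 71.7%, which treats genes as independent). The interval of the ratio lay entirely beyond 2-fold for 1203 genes higher in NonLRCs and 383 genes higher in LRCs, a criterion chosen after the data were seen. For 30 changed genes the interval included a ratio of 1, and 98 changed genes had a gene model shorter than a read. Large changes were more uneven, with 449 genes more than 8-fold higher in NonLRCs and 68 more than 8-fold higher in LRCs. Without the filter on RPKM, the number of changed genes rose to 5392. The share lower in LRCs moved most when each library was rescaled to sum to 1000000. It was then 52.1%, with 1204 genes higher in NonLRCs and 1106 higher in LRCs. Scaling to a median ratio of 1 moved it the other way, to 75.0%, with 1540 and 514 genes. With a fold threshold of 4 it was 85.2%, with 742 and 129 genes.

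**Figure D1:**
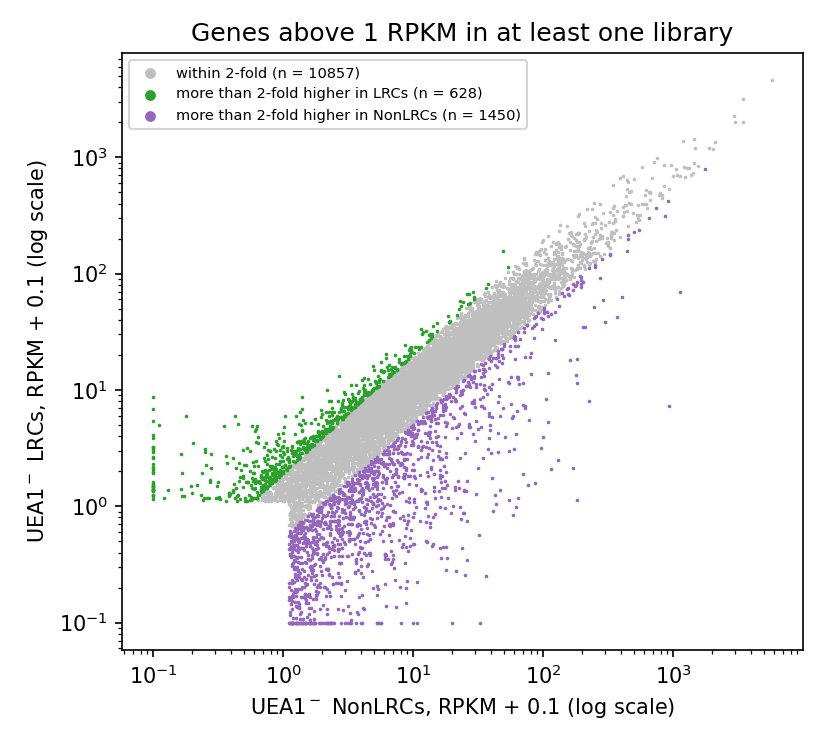
RPKM + 0.1 of the 12935 genes above 1 RPKM in at least one library, in UEA1- NonLRCs (horizontal axis) and UEA1- LRCs (vertical axis), both on log scales; each point is a gene in 1 library per population. The 1450 genes higher in NonLRCs extend farther from the diagonal than the 628 genes higher in LRCs.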

A total of 2,078 genes showed differential expression (fold change >2) between UEA1^–^ LRCs and NonLRCs, of which 1,450 (69.8%) were downregulated in UEA1^–^ LRCs (Table S3 in Supplementary Material). 

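Ranked by the ratio of RPKM among genes above 1 RPKM in at least one library, the 500th gene higher in UEA1- NonLRCs changed 6.89-fold and the 500th gene higher in UEA1- LRCs changed 2.12-fold (no replicates). The top 500 genes in the direction of LRCs thus took in most of the 628 genes past 2-fold, whereas the top 500 in the direction of NonLRCs were drawn from 1450. All 48 genes of the heatmap in Fig. 5B were among the top 500 higher in NonLRCs, and all 74 genes of the heatmap in Fig. 6B were among the top 500 higher in LRCs. With a pseudocount of 1 RPKM, only 249 genes remained more than 2-fold higher in LRCs and 1010 in NonLRCs. The paper bases its GO-term analysis on these top 500 genes of each direction.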

We then analyzed GO-term enrichment for each of the top 500 most differentially expressed genes. Using the gene-annotation enrichment tool DAVID (21, 22), we extracted GO-terms for each cell population and used the REViGO software to reduce GO-terms redundancy.

Four GO-terms associated with the regulation of thymocytes maturation by TECs were significantly enriched in the gene set upregulated in UEA1^–^ NonLRCs (Figure 5). 

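The heatmap of Fig. 5B lists 48 genes under 4 GO-terms, and all were more than 2-fold higher in UEA1- NonLRCs (no replicates). The median log2 fold change was −3.61 for the 20 genes of immune response, −3.71 for the 22 genes of immune system process, −3.97 for the 20 genes of chemotaxis and −3.63 for the 12 genes of chemokine-mediated signaling pathway. The interval of the ratio lay entirely beyond 2-fold for 47 of the 48 genes. Their highest expression in LRCs was 7.19 RPKM, and 22 of them exceeded 10 RPKM in NonLRCs. These genes were chosen by the authors from the most changed genes, so their shift is not an independent test. The gene with the lowest value in the heatmap was *Ccl22*, whose log2 fold change moved from −7.17 to −5.01 with a pseudocount of 1 RPKM. The paper reports these GO-terms, which it relates to the regulation of thymocyte maturation by TECs, as enriched among genes upregulated in NonLRCs.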

Notably, genes involved in antigen presentation (*Lrmp* and *H2-q7*) and thymocyte stimulation (*Cd86, Il10*, and *Il12a*) and chemotaxis (*Ccl22* and *Ppbp*) were upregulated in NonLRCs (Figure 5B) (41–43). 

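*Lrmp* (chromosome 6, 145121739 to 145174871) was expressed at 3.04 RPKM in UEA1- LRCs and 96.40 RPKM in UEA1- NonLRCs, a log2 fold change of −4.94 (95% interval of the ratio −5.09 to −4.88, no replicates). *Ccl22* (chromosome 8, 94745684 to 94751388) was at 0.15 and 36.19 RPKM, with 30.72 and 4117.70 read equivalents. *Cd86* was at 0.01 and 1.16 RPKM, *Il10* at 0.01 and 3.26, *Il12a* at 0.00 and 1.65, and *Ppbp* at 0.00 and 1.23 in LRCs and NonLRCs, respectively. These low values rested on 2.99 and 185.75 read equivalents for *Cd86*, 0.87 and 267.19 for *Il10*, 0.00 and 141.84 for *Il12a*, and 0.00 and 83.56 for *Ppbp*. At this depth, 3 read equivalents in LRCs correspond to 0.020 RPKM for *Il12a* and 0.025 RPKM for *Ppbp*, so lower expression could not be seen. *H2-Q7* was at 0.00 and 2.23 RPKM, which was 1.68 read equivalents in NonLRCs and none in LRCs. Its gene model in the files spans only 35439155 to 35439166 on chromosome 17, and its interval of the log2 ratio reached 2.16, so no difference was detectable at this depth. In the reference annotation, 12.0% of its transcript windows of read length also occur in other genes, which makes its value uncertain. The pseudocount set the size of these changes: *Il12a* had a log2 fold change of −4.13 in the main setting, −7.37 with 0.01 RPKM and −1.40 with 1 RPKM. The paper lists these genes as antigen presentation, thymocyte stimulation and chemotaxis genes that are upregulated in NonLRCs.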

Moreover, many chemokines involved in the chemotaxis of dendritic cells and macrophages (*Ccl2, Ccl5, Ccl8, Cxcl3, Cxcl5*, and *Cxcl17*) were also upregulated in UEA1^–^ NonLRCs (44, 45). 

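*Cxcl17* (chromosome 7, 25400053 to 25412886) rose most, from 1.98 RPKM in UEA1- LRCs to 114.05 in UEA1- NonLRCs, a log2 fold change of −5.78 (95% interval of the ratio −6.08 to −5.62, no replicates). *Ccl5* was at 4.09 and 61.56 RPKM (log2 fold change −3.88), and *Ccl8* at 2.57 and 17.73 RPKM (−2.74). *Ccl2* was at 0.31 and 2.55 RPKM, *Cxcl3* at 0.16 and 1.90, and *Cxcl5* at 0.10 and 2.07. The intervals of all 6 genes lay beyond 2-fold. *Cxcl3* and *Cxcl5* had 17.94 and 17.81 read equivalents in LRCs, so their intervals were wide (−4.39 to −2.87 and −5.21 to −3.73). With 1 RPKM added to both libraries, the log2 fold change of *Cxcl5* shrank from −3.47 to −1.48. From these chemokines, the paper groups them as attractants of dendritic cells and macrophages that are upregulated in NonLRCs.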

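Of 36 chemokine ligand genes in the files, 22 exceeded 1 RPKM in at least one library. Their median log2 fold change was −1.53, with 18 of 22 lower in UEA1- LRCs (no replicates). Draws of as many genes matched by expression gave a median of −0.04 (permutation test across genes, p = 1e-05, the smallest that 100000 draws can give, adjusted p = 9e-05 over 27 gene sets by Benjamini-Hochberg). In this family 13 genes were more than 2-fold higher in NonLRCs and 1, *Ccl6*, was more than 2-fold higher in LRCs. Genes are not independent replicates, so the test describes these 2 libraries only. *Cxcl12* was at 123.61 RPKM in LRCs and 73.51 in NonLRCs, and *Ccl25* at 147.30 and 140.40. The MHC class I and II genes, 28 of which exceeded 1 RPKM, had a median log2 fold change of −0.20 (adjusted p = 0.37 from the same permutation test). The interleukin family, with 15 genes above 1 RPKM, had a median of −0.42 (adjusted p = 0.35, permutation test). With all chemokine genes above 0 RPKM included, the median moved most, to −0.995. From the genes upregulated in NonLRCs, the paper proposes that these cells are better equipped to interact with hematopoietic cells.

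**Figure D2:**
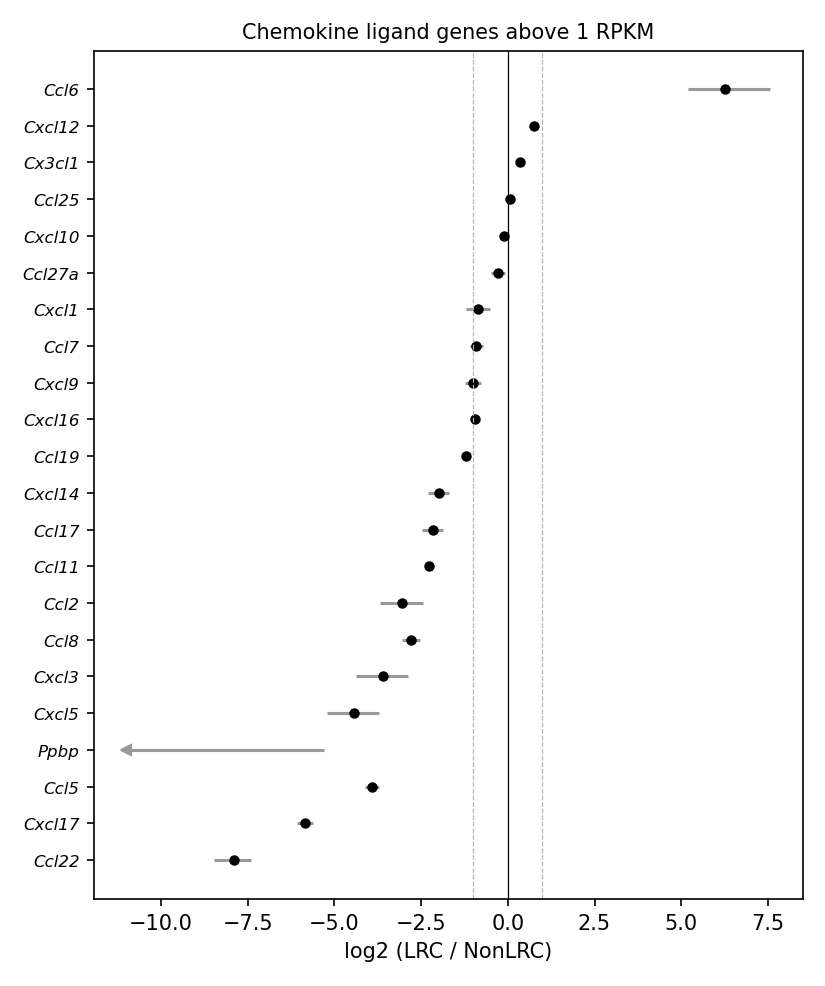
Log2 of the LRC/NonLRC ratio of RPKM for the 22 chemokine ligand genes above 1 RPKM in at least one library. Points are the ratio in 1 library per population, horizontal lines are 95% Clopper-Pearson intervals from read equivalents, the arrow marks *Ppbp* (0.00 RPKM in LRCs), and dashed lines mark a 2-fold change; 18 of the 22 genes lie left of 0.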

These results suggest that UEA1^–^ NonLRCs are better equipped than UEA1^–^ LRCs to interact with hematopoietic cells.

**Figure 5:**
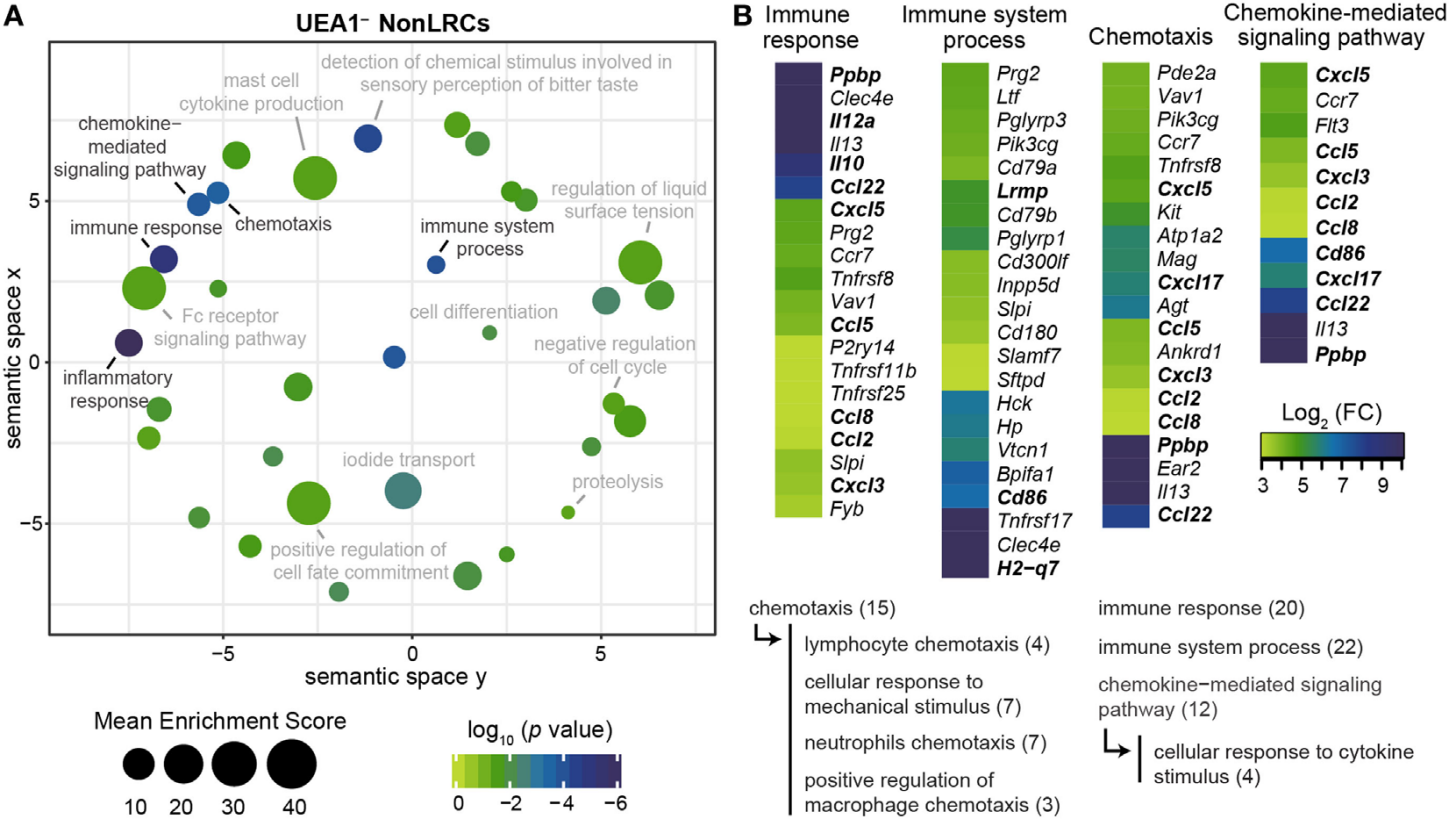
UEA1^–^ NonLRCs are well adapted to communicate with hematopoietic cells. **(A)** REViGO graphical representation of significant gene ontology (GO)-term enrichment for genes expressed at higher level in UEA1^–^ NonLRCs than UEA1^–^ label-retaining cells (LRCs). The position of GO-terms represents their semantic similarities calculated by REViGO, the size represents the mean enrichment score of the GO-terms contained in each point, and the color indicates the *p* value for that particular GO-term. **(B)** Heatmap showing the differential expression of genes involved in GO-terms related to interactions with hematopoietic cells. All GO-terms are determined using DAVID online bioinformatic gene enrichment tool from the top 500 genes expressed at higher level in UEA1^–^ NonLRCs than UEA1^–^ LRCs. Semantic relations between GO-terms of interest are shown below, and the number of genes per GO-term is shown in parentheses.

On the other hand, several genes upregulated in UEA1^–^ LRCs were associated with cell adhesion and cell migration (Figures 6A,B), including many secreted ECM proteins (*Col12a1, Col5a1, Fn1, Frem2, Lama4*, and *Sned1*) and molecules involved in cell–cell or cell–matrix adhesion (*Cldn5, Cdh5, Itga1, Itgb2, Sdk2, Tenm3*, and *Thbs1*). 

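Among the secreted ECM genes, *Col12a1* (chromosome 9, 79598991 to 79718678) was expressed at 155.83 RPKM in UEA1- LRCs and 49.16 RPKM in UEA1- NonLRCs, a log2 fold change of 1.66 (95% interval of the ratio 1.65 to 1.68, no replicates). *Fn1* was at 66.33 and 26.68 RPKM, *Lama4* at 20.86 and 9.45, *Col5a1* at 11.36 and 5.09, *Frem2* at 5.97 and 2.27, and *Sned1* at 3.01 and 1.19. Of the transcript windows of *Sned1* of read length, 18.1% also occur in other genes, so its value is uncertain. Among the adhesion genes, the largest change was that of *Cdh5* (3.38 and 0.55 RPKM, log2 fold change 2.43), followed by *Cldn5* (6.35 and 1.25 RPKM, 2.25). *Itga1* was at 24.44 and 8.49 RPKM, *Tenm3* at 14.53 and 5.60, *Sdk2* at 14.21 and 5.76, *Itgb2* at 5.64 and 2.52, and *Thbs1* at 42.89 and 18.49. The lower bound of the interval lay above 2-fold for all 13 genes. Of the 500 genes closest in mean expression, 1.4% lay as far from their median as *Col12a1*, 5.0% as far as *Lama4* and 23.0% as far as *Sned1*. Longer genes were on the whole higher in LRCs, and removing this length trend, an alternative chosen after the data were seen, took *Fn1* from 1.31 to 0.82 and *Tenm3* from 1.36 to 0.79. The log2 fold changes of *Col12a1*, *Cldn5*, *Cdh5*, *Itga1* and *Itgb2* stayed above 1 without the trend, at 1.07, 2.46, 2.19, 1.14 and 1.03. The largest move of a single gene was that of *Cdh5*, to 1.50 with a pseudocount of 1 RPKM. RNA from endothelial cells in the LRC library was not excluded as a source of *Cdh5* and *Cldn5*. The paper gives these genes as examples of those upregulated in LRCs and associated with cell adhesion and cell migration.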

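Over whole gene families, the shift toward UEA1- LRCs was uneven (no replicates). The protocadherin family, with 32 genes above 1 RPKM in at least one library, had a median log2 fold change of 0.62, with 24 of 32 genes higher in LRCs (permutation test across genes matched by expression, adjusted p = 0.018). In this family 5 genes were more than 2-fold higher in LRCs and 5 more than 2-fold higher in NonLRCs. Other genes shared 44.07% of the transcript windows of *Pcdhga2* and 37.45% of those of *Pcdhga9*, so their values are uncertain. The share was 7.73% for *Pcdhb21* and 0.00% for *Pcdhb14*. The medians were 0.37 for 9 laminin genes (adjusted p = 0.10), 0.36 for 15 integrin genes (adjusted p = 0.13) and 0.14 for 9 cadherin genes (adjusted p = 0.54) in the same permutation test. The collagen family had a median of −0.14 over 29 genes (adjusted p = 0.42, permutation test), with 5 genes more than 2-fold higher in LRCs and 8 more than 2-fold higher in NonLRCs. The claudin family moved toward NonLRCs, with a median of −1.56 over 14 genes and 8 genes more than 2-fold higher there (adjusted p = 2.2e-04, permutation test). Among members above 5 RPKM, the claudin median moved to −0.62 (adjusted p = 0.063, permutation test) and the collagen median to 0.26 (adjusted p = 0.13, permutation test). The protocadherin shift had an adjusted p of 0.078 there and of 0.056 with all members above 0 RPKM (permutation tests), where the laminin median was 0.52 (adjusted p = 0.027, permutation test). Without the length trend, an alternative chosen after the data were seen, the collagen median was −0.43 (adjusted p = 0.0038, permutation test), the laminin median 0.04 and the integrin median 0.01. The protocadherin median was then 0.58 (adjusted p = 0.0057, permutation test) and the claudin median −1.37 (adjusted p = 2.7e-04, permutation test). The paper reasons from the ECM and adhesion genes upregulated in LRCs that these cells seemed more adapted to interact with stromal cells and ECM.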

Contrary to UEA1^–^ NonLRCs, UEA1^–^ LRCs therefore seemed more adapted to interact with the surrounding stromal cells and ECM. Two genes specifically upregulated in UEA1^–^ LRCs are involved in the regulation of stem cell activity in several tissues: *Podxl* and *Ptprz1* (Figure 6C). 

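*Podxl* (chromosome 6, 31519493 to 31563937) was expressed at 4.79 RPKM in UEA1- LRCs and 0.48 RPKM in UEA1- NonLRCs, with 2858.76 and 160.26 read equivalents. Its log2 fold change was 3.08 (95% interval of the ratio without pseudocount 3.09 to 3.56, no replicates). *Ptprz1* (chromosome 6, 22875502 to 23052916) was at 67.03 and 25.87 RPKM, a log2 fold change of 1.37 (interval 1.35 to 1.40). Among the 500 genes closest in mean expression, 5.0% changed as far from their median as *Podxl* and 1.2% as far as *Ptprz1*. A pseudocount of 1 RPKM lowered *Podxl* to 1.97, and removing the trend with gene length, chosen after the data were seen, lowered *Ptprz1* to 0.89. RNA from endothelial cells in the LRC library was not excluded as a source of the *Podxl* value. The UEA1+ TECs and Sca1+ mesenchymal cells of Fig. 6C were not analysed here. The paper takes the higher expression in LRCs, together with the known role of both genes in stem cells, as a reason to single them out.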

*Podxl*, a marker of cardiac, hematopoietic and mesenchymal stem cells, is involved in the maintenance of the immature state in cardiac stem cells and its downregulation facilitates their differentiation (46–48). *Ptprz1* is expressed in human embryonic stem cells and is downregulated during differentiation. While PTPRZ1 depletion is associated with a decrease in colony-formation potential of embryonic stem cells, its activation enhances the proliferation of embryonic stem cells (49). PTPRZ1 also negatively regulates oligodendrocyte precursor proliferation (50). 

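In the TEC libraries analysed here, *Ptn* (chromosome 6, 36715663 to 36811361) was expressed at 11.08 RPKM in UEA1- LRCs and 16.37 RPKM in UEA1- NonLRCs (no replicates). These values rested on 2508.19 and 2078.71 read equivalents, far above the 0.013 RPKM that 3 read equivalents give in LRCs. The log2 fold change was −0.56 (95% interval of the ratio −0.65 to −0.48), and rescaling each library to the same sum of RPKM brought it to −0.36. The Sca1+ mesenchymal cells were not analysed here. The paper pairs the *Ptn* of mesenchymal cells with the *Ptprz1* of LRCs as ligand and receptor.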

Interestingly, the *Ptprz1* ligand *Ptn*, expressed by fibroblasts in the embryo, is also highly expressed by Sca1^+^ thymic mesenchymal cells (Figure 6C) but absent in TECs. The expression profile of *Ptprz1* (by UEA1^–^ LRCs) and *Ptn* (by Sca1^+^ mesenchymal cells) suggests that Sca1^+^ mesenchymal cells may be key components of the TEPC niche, as observed in other tissues (24). From these results, we conclude that *Podxl* and *Ptprz1* represent potential regulators of TEPC maintenance *via* interactions with stromal niche components.

**Figure 6:**
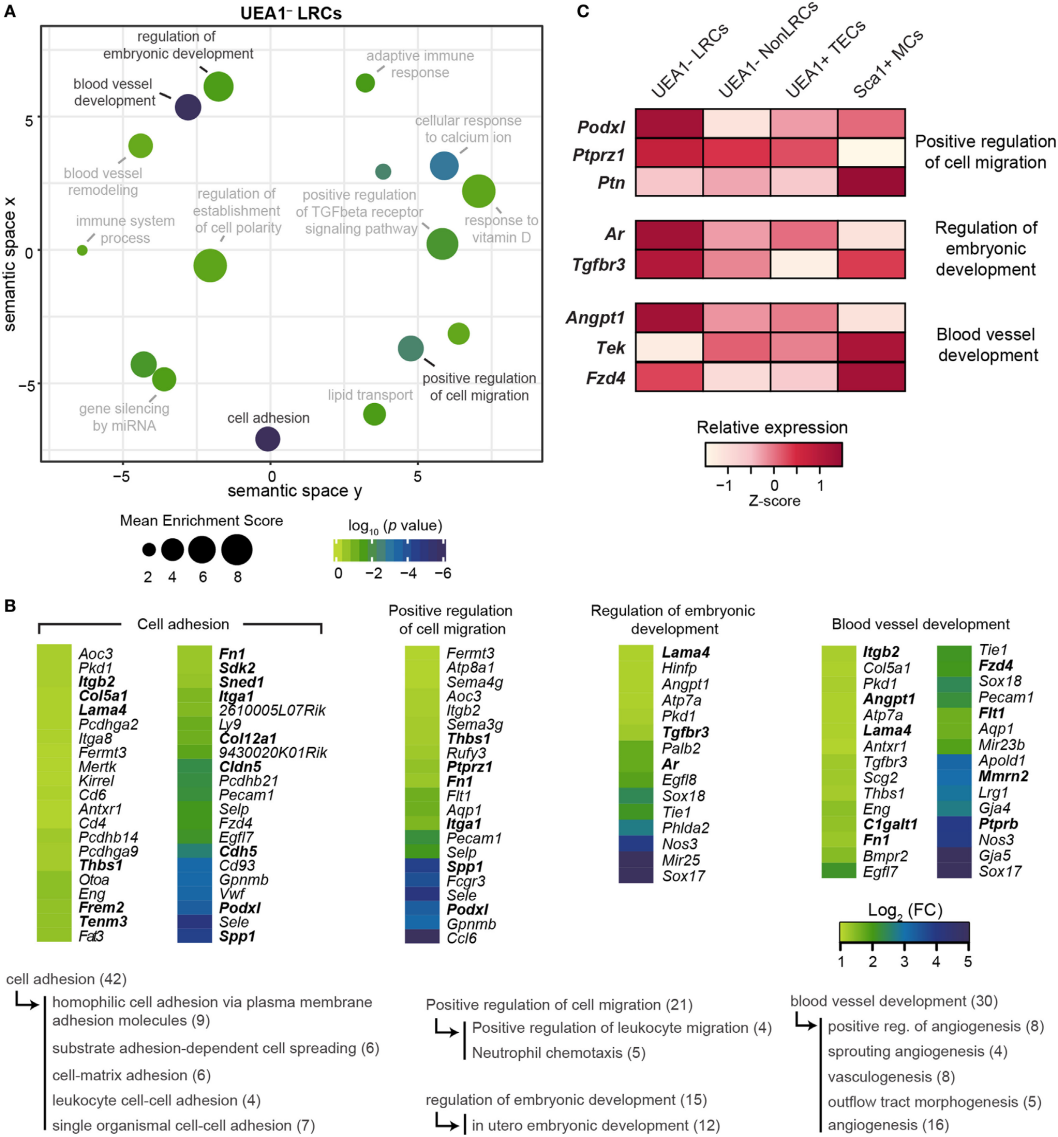
Transcriptomic analysis of UEA1^–^ label-retaining cells (LRCs) reveals potential regulators of thymic epithelial progenitor cells (TEPCs). **(A)** REViGO graphical representation of semantic relations between gene ontology (GO)-terms related to the top 500 genes expressed at higher level in UEA1^–^ LRCs than UEA1^–^ NonLRCs. The position of GO-terms represents their semantic similarities calculated by REViGO, the size represents the mean enrichment score of the GO-terms contained in each point, and the color indicates the *p* value. **(B)** Heatmap showing the differential expression of genes responsible for GO-term enrichment in panel **(A)**. Semantic relations between GO-terms are shown below, with the number of genes shown in parenthesis. **(C)** Relative expression (*Z*-score) of potential regulators of TEPCs in thymic stromal cell subsets.

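The heatmap of Fig. 6B lists 15 genes under regulation of embryonic development, and all were more than 2-fold higher in UEA1- LRCs than in UEA1- NonLRCs (no replicates). Their log2 fold changes ran from 1.10 to 4.99. The highest was that of *Mir25*, whose gene model of 84 bases is shorter than a read. *Mir25* had 28.94 read equivalents in LRCs and 0.00 in NonLRCs. Its value hung on the pseudocount, with 8.27 at 0.01 RPKM and 2.03 at 1 RPKM. For each of the 15 genes the interval of the ratio excluded equal expression. Across the whole panel of 74 genes, the interval lay entirely beyond 2-fold for 65, and 18 genes exceeded 10 RPKM in LRCs. The authors drew these genes from the most changed genes, so their shift is not an independent test. When the trend of the ratio with gene length was removed, a step chosen after the data were seen, 10 of the 15 genes stayed past 2-fold. From the enrichment of the GO-term, the paper draws a link between LRCs and stem cell regulation.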

Another GO-term significantly enriched in UEA1^–^ LRCs is directly related to stem cell regulation: *regulation of embryonic development* (Figures 6A,B). Two pathways associated with this GO-term are also known to regulate thymopoiesis: androgen receptor and TGF-beta. Androgen receptor is expressed by TECs and regulates their proliferation. Indeed, administration and ablation of androgen, respectively, lead to acute thymic involution and hypertrophy (6, 12, 13, 51). Of note, expression of androgen receptors by stromal cells is necessary for androgens to affect thymic cellularity (13, 51, 52). The fact that UEA1^–^ LRCs express higher levels of *Ar* transcripts than other types of thymic stromal cells (Figure 6C) suggests that the impact of androgens on thymopoiesis could be mediated primarily *via* regulation of TEPCs. In addition, TGF-beta signaling in TECs was previously shown to decrease mTEC differentiation and maturation (53). Hence, though the precise role of TGFBR3 in TECs has not been elucidated, its higher expression in UEA1^–^ LRCs suggests that it might regulate their activity or differentiation (Figure 6C).

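*Tgfbr3* (chromosome 5, 107106570 to 107289595) was expressed at 69.02 RPKM in UEA1- LRCs and 28.74 RPKM in UEA1- NonLRCs, with 46793.19 and 10930.11 read equivalents. Its log2 fold change was 1.26 (95% interval of the ratio 1.23 to 1.29, no replicates), and 1.4% of the 500 genes nearest in expression lay as far from their median. The value moved most, to 0.88, when the trend with gene length was removed, which was chosen after the data were seen. From the higher expression in LRCs, the paper proposes a role of the receptor in their activity or differentiation.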

Typically, stem cells preferentially reside close to blood vessels in many tissues, including the bone marrow, hair follicle bulge and testes (54–56). 

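The 6 blood vessel genes were all higher in UEA1- LRCs than in UEA1- NonLRCs (no replicates). *Ptprb* (chromosome 10, 116301374 to 116389538) was at 2.72 and 0.18 RPKM, a log2 fold change of 3.35, and *Mmrn2* (chromosome 14, 34375504 to 34404286) at 4.33 and 0.51 RPKM, a log2 fold change of 2.86. *Flt1* was at 1.96 and 0.62 RPKM, *C1galt1* at 10.31 and 4.01, *Lama4* at 20.86 and 9.45, and *Angpt1* at 15.55 and 7.13. The lower bounds of the intervals of the log2 ratio ran from 1.05 for *Angpt1* to 3.70 for *Ptprb*. Of the transcript windows of *Angpt1* of read length, 12.5% also occur in other genes. With a pseudocount of 1 RPKM, *Ptprb* moved most, to 1.66, followed by *Mmrn2*, to 1.82, and *Flt1*, to 0.87. Removing the trend with gene length, chosen after the data were seen, left *Angpt1* at 0.87 and *Lama4* at 0.75. From these genes and the enriched GO-term, the paper links LRCs to blood vessels.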

Interestingly, the GO-term blood vessel development showed a very significant enrichment in UEA1^–^ LRCs (*p* < 10^−7^, Figures 6A,B) and several genes overexpressed in UEA1^–^ LRCs regulate blood vessel stability (*Angpt1, Ptprb, C1galt1, Lama4, Mmrn2*, and *Flt1*). Interestingly, in addition to its implication in blood vessel development *Angpt1* is also involved in hematopoietic stem cell maintenance. Hematopoietic stem cells express high levels of ANGPT1, and TEK-ANGPT1 signaling facilitates adhesion of hematopoietic stem cells to their niche, increasing their stem cell activity (57). 

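*Tek* (chromosome 4, 94739300 to 94874939), the other partner of *Angpt1*, was at 1.06 RPKM in UEA1- LRCs and 3.74 RPKM in UEA1- NonLRCs (no replicates). Its log2 fold change was −1.73 (95% interval of the ratio −1.97 to −1.67), from 551.53 and 1092.51 read equivalents. *Angpt1* (chromosome 15, 42424725 to 42676795) was at 15.55 and 7.13 RPKM, a log2 fold change of 1.11 (interval 1.05 to 1.20). With a pseudocount of 1 RPKM the log2 fold change of *Tek* was −1.20. The mesenchymal cells were not analysed here. The paper proposes that an interaction of TEK and ANGPT1 takes part in the maintenance of TEPCs.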

Of note, thymic Sca1^+^ mesenchymal cells also express high levels of *Tek*, the ligand for *Angpt1* (Figure 6C), suggesting that TEK-ANGPT1 interaction might also be involved in the maintenance of TEPCs. 

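*Fzd4* (chromosome 7, 89404366 to 89410110) was expressed at 3.31 RPKM in UEA1- LRCs and 0.80 RPKM in UEA1- NonLRCs, with 1368.08 and 186.37 read equivalents. Its log2 fold change was 1.92 (95% interval of the ratio 1.82 to 2.27, no replicates), and 12.0% of the 500 genes closest in mean expression lay as far from their median. A pseudocount of 1 RPKM brought the log2 fold change to 1.26. The mesenchymal cells and the other populations of Fig. 6C were not analysed here. From the expression of *Fzd4*, the paper proposes that WNT4 may act on TEC maintenance mainly through LRCs and mesenchymal cells.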

Finally, the WNT4 receptor *Fzd4* was expressed at higher levels in UEA1^–^ LRCs and Sca1^+^ mesenchymal cells compared with other stromal populations (Figure 6C). As WNT4 signaling enhances thymic cellularity through the expansion of TECs (58) and decreased WNT4 production contributes to thymic involution (59), expression of *Fzd4* by the TEPC-enriched population of UEA1^–^ LRCs and by Sca1^+^ mesenchymal cells suggests that WNT4 may regulate TEC maintenance primarily by regulating these two cell populations. 

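All 48 genes of the heatmap in Fig. 5B were more than 2-fold higher in UEA1- NonLRCs, and all 74 genes of the heatmap in Fig. 6B were more than 2-fold higher in UEA1- LRCs (no replicates). The median log2 fold change was −3.74 for the genes of Fig. 5B and 1.46 for those of Fig. 6B. Both panels were drawn from the top 500 genes of their direction, where the 500th gene changed 6.89-fold and 2.12-fold, respectively. The gene models of Fig. 5B were short and those of Fig. 6B long, with median lengths 0.63 and 1.36 times that of all genes above 1 RPKM. Removing the trend of the ratio with gene length, an alternative chosen after the data were seen, left all 48 genes of Fig. 5B and 53 of the 74 genes of Fig. 6B past 2-fold. The paper reasons from both gene lists to a division of roles between NonLRCs and LRCs.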

Overall, our transcriptomic analyses suggest that while UEA1^–^ NonLRCs are specialized to communicate with hematolymphoid cells, UEA1^–^ LRCs interact mostly with the surrounding stromal cells and ECM. Furthermore, we have identified through transcriptomic sequencing six potential regulators of TEPCs (*Podxl, Ptprz1, Ar, Tgfbr3, Angpt1*, and *Fzd4*) that are upregulated in UEA1^–^ LRCs.

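The log2 fold changes of 5 of these genes were 3.08 for *Podxl*, 1.92 for *Fzd4*, 1.37 for *Ptprz1*, 1.26 for *Tgfbr3* and 1.11 for *Angpt1* (no replicates). Each of their intervals of the ratio lay beyond 2-fold. Their expression in UEA1- LRCs ranged from 3.31 RPKM for *Fzd4* to 69.02 RPKM for *Tgfbr3*. With the trend with gene length removed, an alternative chosen after the data were seen, *Podxl* (2.74) and *Fzd4* (1.71) stayed above a log2 fold change of 1, whereas *Ptprz1* (0.89), *Tgfbr3* (0.88) and *Angpt1* (0.87) were below it. The largest single move was that of *Podxl* to 1.97 with a pseudocount of 1 RPKM. *Podxl* was at 4.79 RPKM in LRCs and 0.48 in NonLRCs, close to the blood vessel gene *Mmrn2* (4.33 and 0.51). RNA from endothelial cells in the LRC library was therefore not excluded as its source. From their higher expression in LRCs, the paper proposes these genes as regulators of TEPCs.

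**Figure D3:**
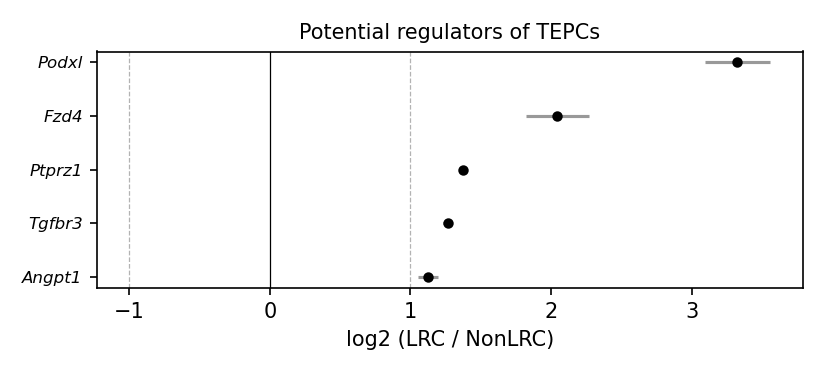
Log2 of the LRC/NonLRC ratio of RPKM for these 5 genes. Points are the ratio in 1 library per population, horizontal lines are 95% Clopper-Pearson intervals from read equivalents, and dashed lines mark a 2-fold change; all points lie right of 1.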

## Discussion

In a previous study, we have demonstrated the presence of non-senescent LRCs in UEA1^–^ TECs (7). We now report that, together with their quiescent state, their resistance to radiations and their undifferentiated phenotype (K5^+^K8^+^) the ability of UEA1^–^ LRCs to participate to TEC regeneration after acute injury qualifies them as TEPCs. This conclusion is strengthened by two features of our experimental design. First, because of the constraints of the label-retention assay, our analyses on UEA1^–^ LRCs were performed in mice that were quite old, at 26–28 weeks of age. At this age, one would expect the global TEC population to have a limited proliferation potential. Indeed, previous studies of TEPCs were performed either in newborns or in 6–8 weeks old mice (38–40). Second, we analyzed the proliferation of UEA1^–^ LRCs *in situ*, without transplantation nor any *in vitro* purification step or culture. It has been shown that cells which are extracted from their normal environment and transplanted can acquire stem cell properties that they do not display under steady-state conditions (19, 60). We therefore conclude that even in relatively old mice, UEA1^–^ LRCs have genuine TEPC activity after acute involution. During the regenerative phase following acute thymic injury induced by SL-TBI, UEA1^–^ LRCs were the most actively proliferating TEC subset. Interestingly, while the UEA1^–^ LRCs did not proliferate much under steady-state conditions, they increased their proliferation in the context of tissue repair. On the other hand, the TECs which proliferate most under steady-state conditions, i.e., UEA1^+^ NonLRCs, are the most affected by irradiation and barely proliferate during thymic regeneration. Of note, in addition to cell-intrinsic features (i.e., high percentage of cycling elements), the exquisite sensitivity of thymic UEA1^+^ NonLRCs to acute injury may be in part cell-extrinsic. Indeed, thymocyte-TEC cross talk is involved in thymic regeneration following total body irradiation (61). As irradiation leads to the depletion of thymocytes, it might disrupt interactions that allowed sustained proliferation and survival in mTECs. 

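A list of 24 genes of the cross talk between TECs and thymocytes was written before the values were seen, and 23 were in the files and above 1 RPKM in at least one library. Their median log2 fold change was −0.21, with 13 of 23 lower in UEA1- LRCs (no replicates). Draws of genes matched by expression gave a median of −0.08 (permutation test across genes, p = 0.39, adjusted p = 0.46). Of these genes, 4 were more than 2-fold higher in NonLRCs and 1, *Kitl*, was more than 2-fold higher in LRCs. *Kitl* was at 13.50 RPKM in LRCs and 6.41 in NonLRCs. Restricted to members above 5 RPKM, the median was 0.01. From the immune genes that were lower in LRCs, the paper proposes that LRCs depend less on cross talk with thymocytes.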

As UEA1^–^ LRCs express lower levels of genes involved in TEC-thymocyte interactions (Figure 6), they might be less dependent on cross talk with thymocytes. Our observations on TEC turnover are reminiscent of the intestinal epithelium, which possesses two types of stem cells: (i) rapidly cycling LGR5^+^ stem cell, responsible for steady-state maintenance of the intestinal epithelium and (ii) a pool of reserve quiescent stem cells that can compensate when the rapidly cycling LGR5^+^ stem cells are damaged (62). Our data suggest that UEA1^–^ LRCs are similar to the reserve quiescent stem cells in the intestinal epithelium. Likewise, other tissues including the cornea and the bone marrow contain quiescent stem cells that can be called upon in a context of injury (60, 62–64).

UEA1^–^ LRCs shared two features with the bipotent progenitors identified by Wong et al.: they display similar cell surface phenotypes and are both LRCs (38). This suggests that UEA1^–^ LRCs might contribute to the regeneration of both cTECs and mTECs following irradiation-induced injury. However, Ohigashi et al. reported that in adults, cTECs and mTECs were maintained by distinct progenitors, distinguished by their expression of the β5T immunoproteasome subunit (65). Therefore, it is also possible that UEA1^–^ LRCs contribute only to the regeneration of cTECs. Our model unfortunately has limitations, inherent to the nature of the label-retention assay, which prevents us to fully explore these hypotheses. First, UEA1^–^ LRCs were enriched in TEPCs but they did not represent a pure TEPC population. Second, label-retention assays do not allow to perform *in situ* lineage tracing of LRCs to precisely characterize their differentiation potential. Pure quiescent TEPC populations and lineage tracing assays will be necessary to properly address these issues, which will require discovery and validation of new quiescent TEPC-specific markers.

Nevertheless, in addition to the identification of TEPCs in UEA1^–^ LRCs, our work (i) shows that most UEA1^–^ LRCs are found in clusters in the vicinity of the CMJ and (ii) presents a systems-level transcriptomic analysis of this TEPC-enriched cell subset. Moreover, RNA-Seq analyses revealed several interesting features of UEA1^–^ LRCs. Based on their transcriptome, UEA1^–^ NonLRCs would appear more qualified to interact with thymocytes whereas UEA1^–^ LRCs seem more adapted to interactions with stromal cells and the ECM. These findings, together with evidence that UEA1^–^ LRCs are preferentially located in clusters in the CMR, suggest the existence of a specialized niche for TEPCs. More specifically, we identified three genes that may play a role in the regulation of TEPCs through interactions with niche cells: *Ptprz1, Podxl*, and *Angpt1*. In particular, the expression of the *Ptprz1* ligand *Ptn* by Sca1^+^ mesenchymal cells suggest that these cells are important components of the TEPC niche, as they are for the hematopoietic stem cell niche (24). 

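The 30 genes under blood vessel development in the heatmap of Fig. 6B were all more than 2-fold higher in UEA1- LRCs than in UEA1- NonLRCs (no replicates). Their median log2 fold change was 1.56, from 1.09 to 4.02, and the interval of the ratio lay above equal expression for all 30. The largest change was that of *Gja5* (chromosome 3, 97032402 to 97053634), at 1.52 RPKM in LRCs and 0.00 in NonLRCs. Its log2 fold change of 4.02 hung on the pseudocount, with 7.26 at 0.01 RPKM and 1.34 at 1 RPKM, and 12.7% of its transcript windows of read length also occur in other genes. In all, 21 of the 30 genes stayed past 2-fold when that trend was removed, an alternative chosen after the data were seen. The paper relates these genes to the part that blood vessels play in stem cell niches.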

Furthermore, many genes involved in blood vessel development were upregulated in UEA1^–^ LRCs compared with NonLRCs. This observation is coherent with the fact that blood vessels are crucial components of many types of stem/progenitor cell niches (66). Finally, among genes expressed at higher levels in UEA1^–^ LRCs than in UEA1^–^ NonLRCs, we identified three receptors whose ligands regulate TEC homeostasis: *Ar, Fzd4*, and *Tgfrb3*. Identification of these potential TEPC regulators warrants further investigation to better understand the mechanisms regulating the function of TEPCs and their interactions with niche cells. Investigations along these lines could provide evidence based strategies for enhancing TEC regeneration.

## Ethics Statement

All procedures were in accordance with the Canadian Council on Animal Care guidelines and approved by the Comité de Déontologie et Expérimentation Animale de l’Université de Montréal.

## Author Contributions

MD-L: conception and design, collection, assembly, analysis, and interpretation of data, and manuscript writing. HG: conception and design, collection and assembly of data, and final revisions of the manuscript. TD, J-PL, SB, and SL: analysis and interpretation of data and final revisions of the manuscript. EG: conception and design and manuscript writing. CP: conception and design, provision of study material, financial support, and manuscript writing.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus
**Source:** Front Immunol. 2017 Dec 5;8:1717. doi: 10.3389/fimmu.2017.01717
**Supplement:** Table S1 — Antibodies used for immunofluorescence microscopy (IFM) and flow cytometry (FC) analyses.

**Supplementary Table S1 -** Antibodies used for immunofluorescence microscopy (IFM) and flow cytometry (FC) analyses.

| **Antigen** | **Clone** | **Supplier** | **Staining** |
| --- | --- | --- | --- |
| EpCAM - APC-Cy7 | G8.8 | BioLegend | FC |
| CD45 - PE-Cy5 | 30-F11 | BD Biosciences | FC |
| CD45 - Alexa Fluor 700 | 30-F11 | BD Biosciences | FC |
| UEA1 - biotinylated | Purified lectin | Vector Laboratories | FC |
| I-A/I-E - Alexa Fluor 700 | M5/114 15.2 | BioLegend | FC |
| I-A/I-E - APC | M5/114 15.2 | BioLegend | FC |
| Ly-6A/E (Sca1) - PerCP-Cy5.5 | D7 | eBioscience | FC |
| CD49f (α6-integrin) - APC | GoH3 | eBioscience | FC |
| CD49f (α6-integrin) - PE-Cy7 | GoH3 | eBioscience | FC |
| CD24 - PE | M1/69 | BD Biosciences | FC |
| CD24 - PE-Cy7 | M1/69 | BD Biosciences | FC |
| CD24 - Alexa Fluor 700 | M1/69 | BD Biosciences | FC |
| BrdU flow kit - APC | Kit | BD Biosciences | FC |
| Cytokeratin 8 - purified | TROMA-I | DSHB Iowa | IFM |
| Keratin 5 polyclonal- purified | Poly19055 | BioLegend | IFM |
| Donkey anti-rabbit IgG – DyLight 405 | Poly4054 | BioLegend | IFM |
| Goat anti-rat IgG – DyLight 594 | Poly4064 | BioLegend | IFM |
| Streptavidin – PE-Cy7 | - | BD Biosciences | FC |
| Streptavidin – PE-Texas Red | - | BD Biosciences | FC |
| Plet1 – Purified | ID4 | EMD Millipore | FC |
| Ly51 – Alexa Fluor 647 | 6C3 | Biolegend | FC |

# Supplementary material for: Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus
**Source:** Front Immunol. 2017 Dec 5;8:1717. doi: 10.3389/fimmu.2017.01717
**Supplement:** Table S2 — Comparison of the cell surface phenotype of UEA1–LRCs with that of TEPCs identified in other reports. Features shared with UEA1– LRCs are indicated in bold green.

**Supplementary Table S2:** Comparison of the cell surface phenotype of UEA1^–^ LRCs with that of TEPCs identified in other reports. Features shared with UEA1^–^ LRCs are indicated in bold green.

**
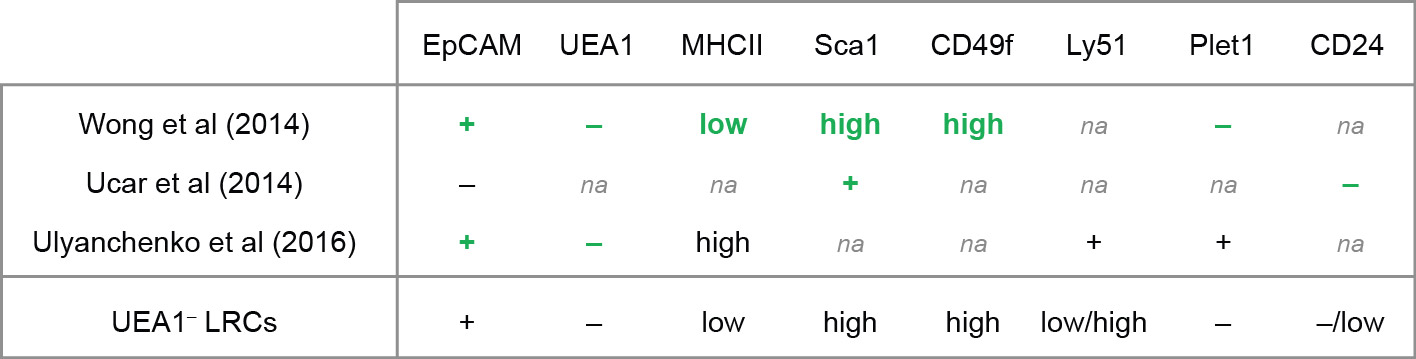
**

# Supplementary material for: Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus
**Source:** Front Immunol. 2017 Dec 5;8:1717. doi: 10.3389/fimmu.2017.01717
**Supplement:** Supplementary file 4

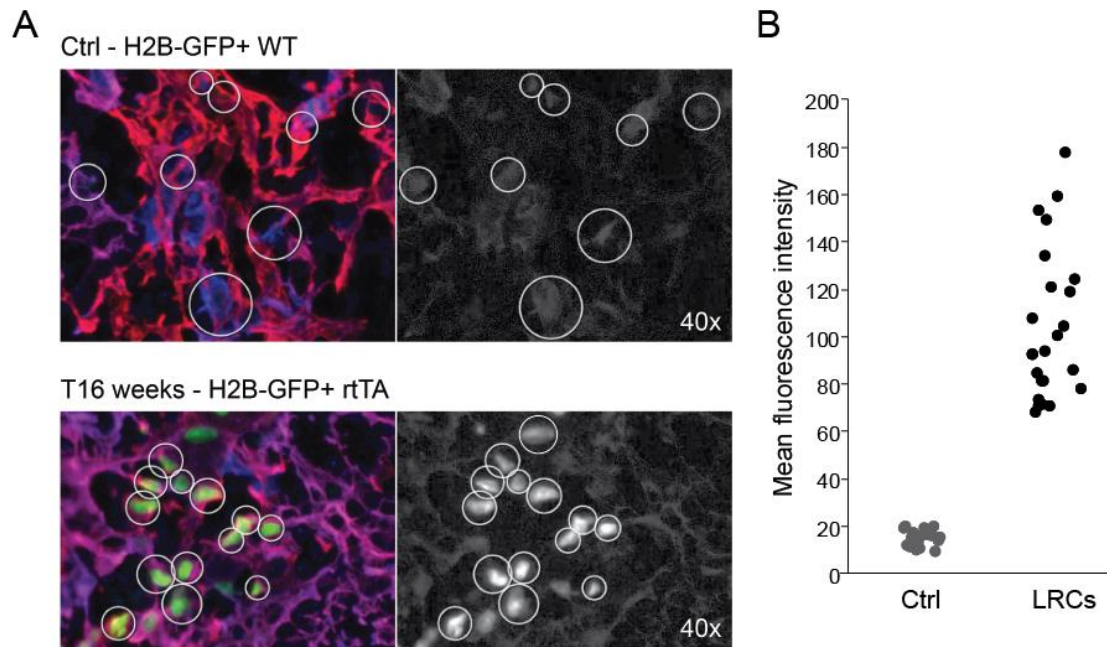

**Supplementary Figure 1.** Identification of LRCs on thymic slices. **a**, Representative images of thymic slices for negative control (upper panels) and T16 weeks thymic slices (lower panels). Staining for K5 (red), K8 (blue) and H2B-GFP (green) are shown on left panels and H2B-GFP fluorescence only is shown in the right panels. Circles indicate cells for which mean fluorescence intensity was measured in the negative control (i.e. cells with the highest fluorescence intensity) and examples of LRCs in the T16 weeks samples. LRCs were identified using a threshold of fluorescence four times greater than the average fluorescence intensity of the negative control. **b**, Mean fluorescence intensity in negative control and for LRCs in T16 weeks.

# Supplementary material for: Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus
**Source:** Front Immunol. 2017 Dec 5;8:1717. doi: 10.3389/fimmu.2017.01717
**Supplement:** Supplementary file 5

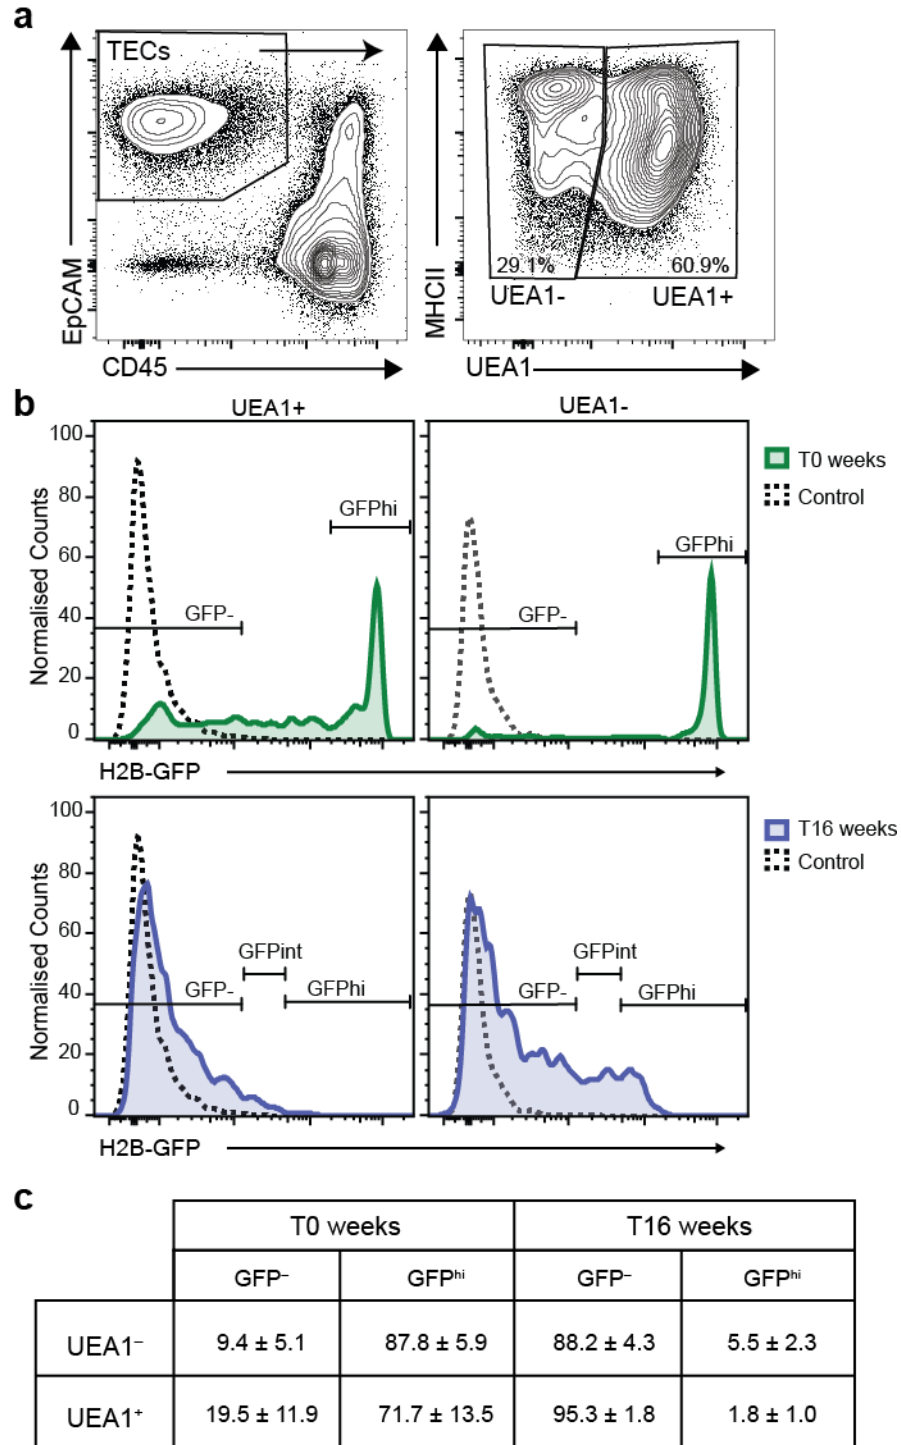

**Supplementary Figure 2.** Gating strategy for GFP<sup>-</sup>, GFP<sup>int</sup> and GFP<sup>hi</sup> TECs. **a**, TECs (EpCAM<sup>+</sup> CD45<sup>-</sup>) were separated into UEA1<sup>+</sup> and UEA1<sup>-</sup> subsets. **b**, The H2B-GFP fluorescence reached a maximum at the end of the pulse period (upper panels, shown in green, T0 weeks) and decreased progressively during the chase period (lower panels, shown in blue, T16 weeks). The negative control (dotted line, H2B-GFP<sup>+</sup> WT) was used to define the limit between GFP<sup>-</sup> and GFP<sup>int</sup>. The GFP<sup>hi</sup> threshold was 4x above that for GFP<sup>int</sup>. **c**, Percentages of GFP<sup>-</sup> and GFP<sup>hi</sup> TECs in the UEA1<sup>+</sup> and UEA1<sup>-</sup> subsets at T0 and T16 weeks.

# Supplementary material for: Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus
**Source:** Front Immunol. 2017 Dec 5;8:1717. doi: 10.3389/fimmu.2017.01717
**Supplement:** Supplementary file 6

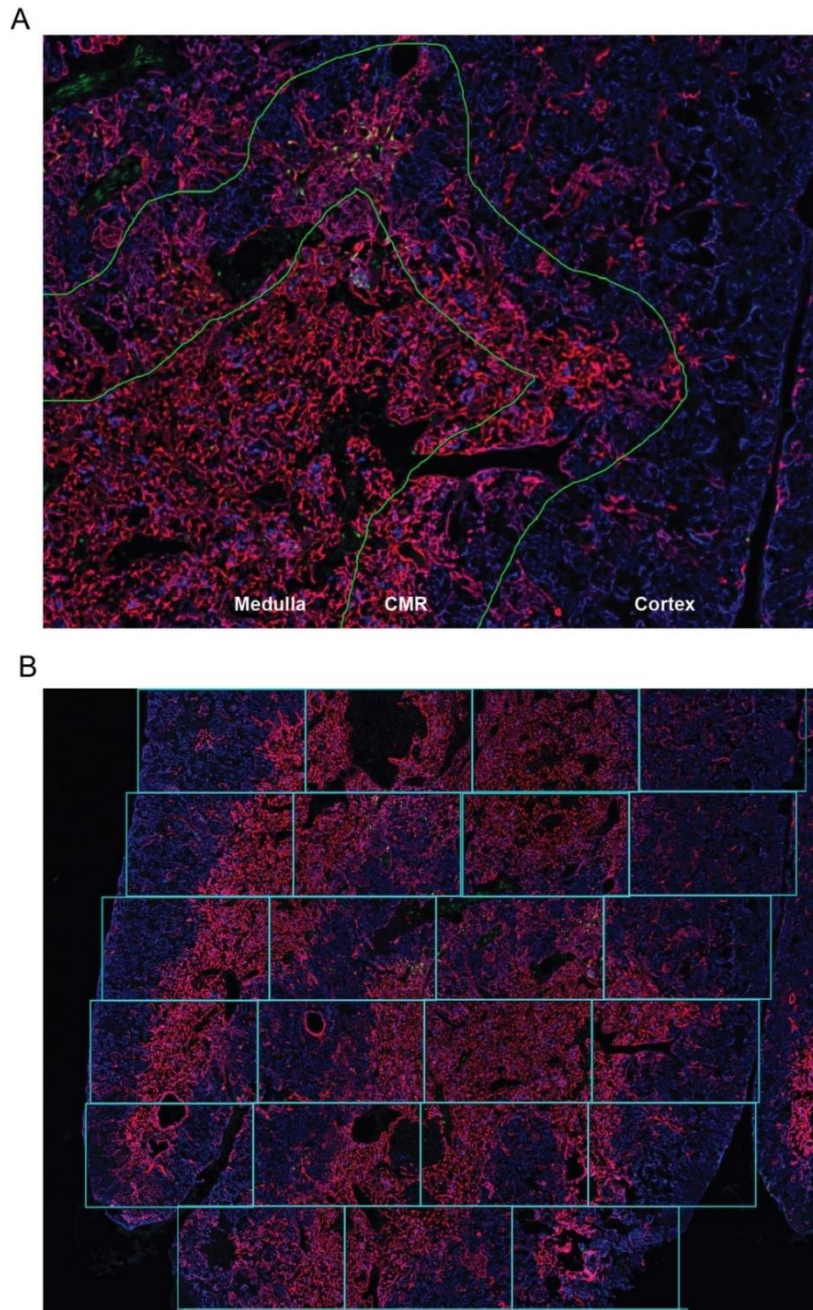

**Supplementary Figure 3:** Histological analysis of GFP<sup>+</sup> TECs. **a**, Representative image of the cortico-medullary region, delimited in green (related to Figure 1). **b**, Representative image of a thymic slice separated into sections. Each thymic slice was separated in 40 to 50 non-overlapping sections and a total of 4 slices from 2 mice were analyzed (related to Figure 2).

# Supplementary material for: Detection of Quiescent Radioresistant Epithelial Progenitors in the Adult Thymus
**Source:** Front Immunol. 2017 Dec 5;8:1717. doi: 10.3389/fimmu.2017.01717
**Supplement:** Supplementary file 7

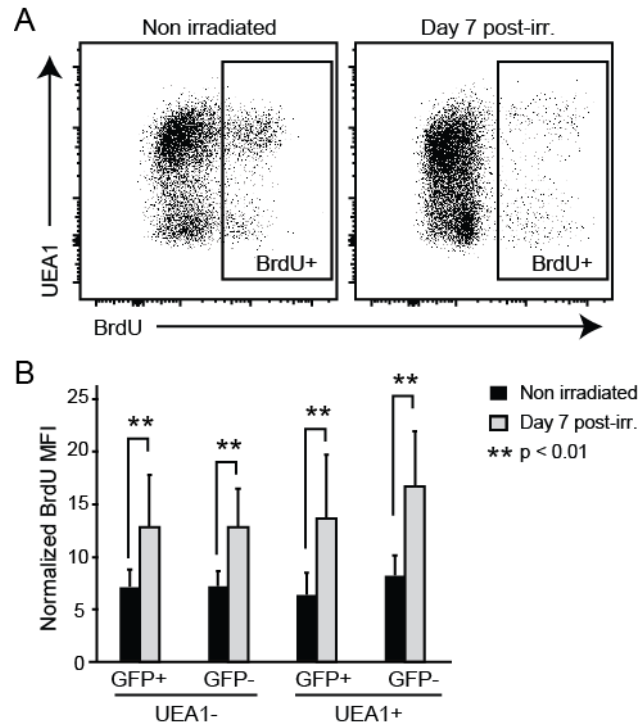

**Supplementary Figure 4:** BrdU incorporation in proliferating TECs is higher on day 7 post-irradiation than in non-irradiated controls. **a**, Representative staining for UEA1 and BrdU in TECs from non-irradiated mice and at day 7 post-irradiation. **b**, MFI of BrdU<sup>+</sup> TECs normalized on the average of UEA1<sup>-</sup> or UEA1<sup>+</sup> population (n = 10 to 11, representative of 3 experiments).

How the deposited data were processed for this re-analysis (not part of the article)

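RNA was sequenced from 1 library of UEA1- LRCs and 1 library of UEA1- NonLRCs, each from a pool of 11 female mice. The authors prepared poly-A libraries with the TruSeq kit, sequenced them on a HiSeq2000 and aligned the reads to mm10 with ELANDv2 of CASAVA. They deposited RPKM values, which the authors normalized for gene length and mapped reads. Beside the RPKM, the authors deposited a coverage signal per gene, the number of aligned bases. The files hold 23063 genes without a header, with 1-based positions; of 21446 genes matched by symbol to GENCODE M21, 99.5% overlapped the annotated gene on the same chromosome. The RPKM of 1995 genes matched by name and position in Table S3 differed from the files by at most 0.0027 RPKM.

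The aligned bases on genes summed to 8895766740 (LRCs) and 4873240079 (NonLRCs). Divided by a read length of 100, taken from the steps in the low values because the paper does not state it, they gave read equivalents, with medians of 3038.78 and 1753.29 per kept gene. The length of each gene model and the relative depth of the libraries (1.783) followed from the ratio of bases to RPKM, and the scale of the denominators from genes with a span of at most 400 bp. At 1 RPKM, a gene of 2000 bases had 224.0 read equivalents in LRCs and 125.7 in NonLRCs. Each LRC/NonLRC ratio was given a 95% Clopper-Pearson interval. For a value of 0, the floor was set at 3 read equivalents. Variation between mice, sorts and library preparations cannot be estimated from 1 library per population.

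Genes above 1 RPKM in at least one library were kept, after the paper's methods, and a ratio of RPKM above 2, without pseudocount, was counted as changed. Log2 fold changes used a pseudocount of 0.1 RPKM. Each named gene was ranked against the 500 genes closest in mean log2 expression. The genes named are those of the paper's transcriptomic text and of the heatmaps in Fig. 5B, 6B and 6C, the 10 genes with the largest log2 fold change in each direction with a span of at least 200 bp, and the members of gene lists written before the files arrived. Gene sets with at least 3 members above 1 RPKM were compared with 100000 draws of genes matched in 10 bins of expression (permutation test across genes), with Benjamini-Hochberg adjustment over 27 sets. The sharing of reads between genes was estimated as the share of 100-base windows of a gene's GENCODE M21 transcripts found in transcripts of other genes. The GO-term enrichment was not repeated, since no GO annotation was at hand.

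The alternatives fixed before the files arrived were other pseudocounts (0.01, 0.1 or 1 RPKM), filters (above 0 or 5 RPKM, or above 1 RPKM in both libraries), a fold threshold of 4, genes with spans under 200 bp left out, a median ratio of 1 and equal sums of 1000000. The sampling interval of the ratio and the removal of the length trend (lowess over a share of 0.3 of the genes) were added after the data were seen. Simulated reads held 4-fold changes, sampling noise of reads only, and no length trend in these counts. Of 200 changed genes, 200 were recovered past 2-fold, and 15 of 12214 unchanged genes were called. Of the true ratios, 95.3% lay inside the interval, and 4.0% of unshifted sets had a permutation p-value under 0.05. Without variation between mice, sorts or library preparations, the simulation gives no rate of false calls for the real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The flow cytometry, imaging and irradiation experiments, and the UEA1+ and mesenchymal data of Fig. 6C, were not analysed here.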

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

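The gene lists used here, except the arterial one, the tests and the alternatives other than the sampling interval and the length trend were fixed before the files arrived. Predictions on endothelial, mesenchymal, macrophage, thymocyte, tuft, mature mTEC, dendritic and B cell RNA, on proliferation, on the median scaling and on the detection limit were made before their results were seen. Those on arterial markers, equal sums of RPKM, highly expressed genes, gene length, GC content and sampling noise were made only after the result was seen. All p-values below come from permutation tests across genes in 1 library per population, so they cannot separate the populations from the 2 pools. The first adjusted p of each flagged set was adjusted only over the marker sets retested without genes that the paper names. The same holds for the thymocyte and dendritic cell tests without such genes. Other adjusted p-values belong to the main list of gene sets, so these kinds are not comparable.

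Tuft cell markers are not discussed in the paper. The 15 markers that it does not name had a median log2 fold change of −5.07, and 15 of 15 were lower in LRCs (permutation test, adjusted p = 1.4e-04). *Trpm5* was at 1.43 RPKM in LRCs and 76.39 in NonLRCs, and *Avil* at 2.41 and 129.60. Once the trends with gene length and GC content were removed the p-value was 1e-05, the smallest that the draws can give, and the interval of the ratio excluded equal expression for 15 of 15 members, so sampling noise was not the source. A candidate explanation is that tuft cells are more frequent among UEA1- NonLRCs than among LRCs; with all 16 markers the adjusted p was 9e-05. *Lrmp*, which the paper names among its immune genes, is 1 of the 16 markers, so part of the immune signal may come from this cell type. Differences between the pools or sorts were not testable.

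Markers of mature mTECs that the paper does not name had a median log2 fold change of −1.32, with 8 of 8 lower in LRCs (permutation test, adjusted p = 0.0030). With the trends removed, the p-value was 4.2e-04, and 8 members had an interval on that side, against sampling noise. *Aire* was at 0.70 RPKM in LRCs and 6.41 in NonLRCs. With *Cd86* and *Ccl22* included, the adjusted p was 2.025e-04, so more mature mTECs among the NonLRCs may also contribute.

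Cornified keratinocyte markers had a median log2 fold change of −1.57, with 6 of 7 lower in LRCs (permutation test, adjusted p = 7.0e-04). With the trends removed the median was −0.91 and the p-value 0.0018 (permutation test), so the size of the shift depended on these trends. Of the members, 6 had an interval on the side of the shift, against sampling noise. The median was −0.78 with all members above 0 RPKM (permutation test, adjusted p = 0.0235) and −2.07 above 5 RPKM (permutation test, adjusted p = 3.1e-04). Late mTEC stages among NonLRCs are a candidate explanation; no test here separates them from other sources.

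Mesenchymal markers had a median log2 fold change of −1.07, with 10 of 11 lower in LRCs (permutation test, adjusted p = 0.0078). With the trends removed the p-value was 6.5e-04 (permutation test), and 10 members had an interval on that side, against sampling noise. Among members above 5 RPKM the median was −0.51 and the shift was not detected (permutation test, adjusted p = 0.15). RNA from mesenchymal cells in the NonLRC library is a possible explanation that cannot be told apart from expression by the sorted cells, because the levels were low (*Col1a1* at 1.92 RPKM in LRCs and 4.70 in NonLRCs).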

How the results depend on the processing

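The replicate block was not run because there is 1 library per population and no pair to block. No replicate could be left out for the same reason. The number of named genes past a log2 fold change of 1 (138) stayed within 1.5 times under the alternatives run for it. These were pseudocounts of 0.01 and 1 RPKM, a median ratio of 1, equal sums of RPKM and removal of the length trend. No log2 fold change of a named gene changed sign; 57 of 705 rows fell below 2-fold, 27 with a pseudocount of 1 RPKM, 27 without the length trend and 3 at a median ratio of 1.

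The number of changed genes (2078; 1450 higher in NonLRCs, 628 higher in LRCs; 69.8% lower in LRCs) depended on the filter, which decides how many low genes enter. Without a filter it was 5392 (3437, 1955, 63.7%), above 5 RPKM 929 (685, 244, 73.7%) and above 1 RPKM in both libraries 1050 (699, 351, 66.6%). A fold threshold of 4 gave 871 (742, 129, 85.2%). A pseudocount of 1 RPKM gave 1259, with 249 higher in LRCs and 80.2% lower. Scaling to a median ratio of 1 gave 75.0% lower, and equal sums of RPKM gave 1106 genes higher in LRCs and 52.1% lower, because the NonLRC values have the larger sum. Chosen after the data were seen, the interval beyond 2-fold gave 383 higher in LRCs and 75.9% lower, and the removal of the length trend 73.9% lower.

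Of 27 gene sets, 12 were shifted with an adjusted p under 0.05; among members above 5 RPKM it was 7. Medians changed sign in 9 rows, none of them with an adjusted p under 0.05: above 5 RPKM, collagens were 0.26 and cross talk genes 0.0134; above 0 RPKM, unnamed endothelial markers were 0.0302 and pericyte markers −0.13; at a median ratio of 1, macrophage markers were −0.0448 and pericyte markers −0.0151; without the length trend, cadherins were −0.14, pericyte markers −0.23 and senescence genes 0.0254. In 8 rows a shift was lost and in 8 gained, 3 of these for macrophage markers.

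Depth limits genes such as *H2-Q7*, and for 30 changed genes the interval included a ratio of 1.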

Differences from the paper's values

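The counts of changed genes with the paper's filter and threshold were the same as the paper's (2078 and 1450), as was the share lower in LRCs. The paper states that *Ptn* is absent in TECs; here *Ptn* was at 11.08 RPKM in UEA1- LRCs and 16.37 RPKM in UEA1- NonLRCs. The paper lists *H2-Q7* among the genes upregulated in NonLRCs; here its value rested on 1.68 read equivalents in NonLRCs and 0.00 in LRCs, and the 95% interval of its log2 ratio reached 2.16. The paper states that LRCs express genes of TEC and thymocyte interactions at lower levels. The 48 genes of Fig. 5B were all lower in LRCs here as well, but were chosen from the most changed genes. Over a different list of 23 cross talk genes, written for the re-analysis, no shift was detected. Its median log2 fold change was −0.21 (permutation test across genes, adjusted p = 0.46). That list does not test the paper's own genes.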

Other observations

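Across the 12935 genes above 1 RPKM in at least one library, the log2 fold change rose with the length of the gene model (Spearman rho 0.41 across genes, which are not independent replicates). The median was −0.55 in the decile of shortest genes (median length 705.5 bases) and 0.46 in the longest (7464 bases). Low genes were not the source, since rho was 0.56 across 8198 genes above 5 RPKM in both libraries. GC content was not either: the partial rank correlation given GC content was 0.38. A few changed genes did not account for it, as rho was 0.46 among genes changed less than 2-fold. A difference between the libraries in RNA integrity or preparation may produce such a trend, and so might a difference between the populations; with 1 library each these cannot be told apart. These tests were chosen after the trend was seen.

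The trend bears on the paper's gene lists. Without it, 53 of the 74 genes of Fig. 6B and 48 of the 48 genes of Fig. 5B stayed past 2-fold. It may therefore account for part of the adhesion and ECM genes in LRCs. For Fig. 5B the count decides little, since its log2 fold changes were all −2.41 or below, whereas those of Fig. 6B began at 1.02. The median log2 fold change moved from −3.74 to −3.59 for Fig. 5B and from 1.46 to 1.19 for Fig. 6B.

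More changed genes were higher in NonLRCs. A median ratio of 1 left 75.0% lower in LRCs, genes above 5 RPKM 73.7%, and removal of the length trend 73.9%. Equal sums of RPKM left only 52.1%, and 53.8% without the 10 most highly expressed genes, so a few such genes were not the source. The asymmetry in number near the 2-fold cut may therefore reflect how the libraries were scaled. Equal sums move all genes by the same factor (RPKM sums 299675 in LRCs and 344406 in NonLRCs), which matters for genes near the cut. In the main scaling, 742 genes were more than 4-fold higher in NonLRCs and 129 in LRCs. More than 8-fold, the numbers were 449 and 68. These large changes argue against scaling as the only source.

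Blood vessel genes could come from endothelial RNA in the LRC library. The 14 expressed endothelial markers outside Fig. 6B had a median of −0.30 (permutation test, adjusted p = 0.21), but this does not count against endothelial RNA, because 19 other markers were set apart for being in Fig. 6B, where they were listed as higher in LRCs. All 19 were more than 2-fold higher in LRCs, with a median of 2.53, but their place in Fig. 6B fixed this direction in advance. Of the 14, 5 were higher and 9 lower in LRCs. Neither group alone decides the question, because the list was divided by membership in Fig. 6B, and the undivided list was not tested. Endothelial RNA therefore remains a candidate explanation, also for *Podxl*, *Cdh5* and *Cldn5*. For RNA from mesenchymal cells, mesenchymal markers moved the other way (median −1.07, permutation test, adjusted p = 0.0083). Above 5 RPKM their median was −0.51 (permutation test, adjusted p = 0.15). Arterial markers, chosen after the data were seen, had a median of 0.43 (p = 0.093, permutation test).

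Leukocyte genes were also among those higher in LRCs. Macrophage markers had a median of 0.02 in the main setting (permutation test, adjusted p = 0.84), but this depended on the setting: it was 0.71 among members above 5 RPKM (adjusted p = 0.024, permutation test) and 0.54 without the length trend (adjusted p = 0.0080, permutation test), so macrophage RNA in the LRC library could not be excluded. Thymocyte and T cell markers were shifted up, with a median of 0.79 and 15 of 16 higher (permutation test, adjusted p = 0.0083). The median was 0.68 among members above 5 RPKM (permutation test, adjusted p = 0.068) and 0.77 without the length trend (permutation test, adjusted p = 0.0019). Thymocyte RNA in the LRC library is thus a candidate explanation. Without the markers named by the paper, the adjusted p was 0.092 (permutation test), a test that leaves out genes because they changed. Among immune genes higher in NonLRCs, dendritic cell markers had an adjusted p of 0.0089 over 5 genes, but without those in the paper's heatmap it was 0.84, which again leaves out genes because they changed, so dendritic cell RNA is a candidate explanation that these tests do not settle. Of the B cell markers 2 exceeded 1 RPKM, too few for a test of RNA from B cells. Both were lower in LRCs than in NonLRCs, *Cd79a* at 0.11 and 1.75 RPKM and *Cd79b* at 0.40 and 12.50. RNA from B cells in the NonLRC library thus also remains a candidate explanation.

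Proliferation genes were not lower in LRCs: the median log2 fold change of 24 genes was 0.22 (permutation test, adjusted p = 0.46), and *Mki67* was at 3.22 RPKM in LRCs and 2.11 in NonLRCs. No biological explanation was tested.

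Some genes bear on statements that the paper makes outside its transcriptomic section. *Krt5* was at 795.96 RPKM in LRCs and 1743.90 in NonLRCs, *Krt8* at 395.45 and 615.15, *Itga6* at 133.72 and 71.72, *Trp63* at 102.15 and 58.51, *Bmi1* at 10.45 and 6.29, and *Wnt4* at 78.26 and 104.84 (no replicates). *Krt5*, *Krt8* and *Wnt4* were thus lower in LRCs than in NonLRCs, and *Itga6*, *Trp63* and *Bmi1* higher, though all except *Krt5* changed less than 2-fold. All 18 keratin genes above 1 RPKM were lower in LRCs, with a median of −1.45 (permutation test, adjusted p = 9e-05). Of 12 surface marker and epithelial genes, 10 were lower (median −0.57, permutation test, adjusted p = 0.0355). The K5 and K8 of the paper are protein stained in tissue sections, whereas these values are RNA of sorted pools. *Cdkn1a* was at 12.37 and 45.39 RPKM. *Cdkn2a*, the gene of senescence transcripts that the paper names as low in LRCs, was at 0.60 and 8.84 RPKM. Over 9 senescence and cell cycle inhibitor genes, 4 were higher and 5 lower in LRCs. Their median log2 fold change was −0.01 (permutation test, adjusted p = 0.84). More than 2-fold, 4 were lower in LRCs and none was higher. The result depended on the setting: among members above 5 RPKM the median was −0.71 (permutation test, adjusted p = 0.039).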
